# The histone demethylase Phf2 acts as a molecular checkpoint to prevent NAFLD progression during obesity

**DOI:** 10.1038/s41467-018-04361-y

**Published:** 2018-05-29

**Authors:** Julien Bricambert, Marie-Clotilde Alves-Guerra, Pauline Esteves, Carina Prip-Buus, Justine Bertrand-Michel, Hervé Guillou, Christopher J. Chang, Mark N. Vander Wal, François Canonne-Hergaux, Philippe Mathurin, Violeta Raverdy, François Pattou, Jean Girard, Catherine Postic, Renaud Dentin

## Abstract

Aberrant histone methylation profile is reported to correlate with the development and progression of NAFLD during obesity. However, the identification of specific epigenetic modifiers involved in this process remains poorly understood. Here, we identify the histone demethylase Plant Homeodomain Finger 2 (Phf2) as a new transcriptional co-activator of the transcription factor Carbohydrate Responsive Element Binding Protein (ChREBP). By specifically erasing H3K9me2 methyl-marks on the promoter of ChREBP-regulated genes, Phf2 facilitates incorporation of metabolic precursors into mono-unsaturated fatty acids, leading to hepatosteatosis development in the absence of inflammation and insulin resistance. Moreover, the Phf2-mediated activation of the transcription factor NF-E2-related factor 2 (Nrf2) further reroutes glucose fluxes toward the pentose phosphate pathway and glutathione biosynthesis, protecting the liver from oxidative stress and fibrogenesis in response to diet-induced obesity. Overall, our findings establish a downstream epigenetic checkpoint, whereby Phf2, through facilitating H3K9me2 demethylation at specific gene promoters, protects liver from the pathogenesis progression of NAFLD.

## Abstract (web summary)

Steatosis is characterized by initial accumulation of lipids, followed by inflammation and ultimately fibrosis. Here the authors show that the histone demethylase Plant Homeodomain Finger 2 protects liver form steatosis progression by acting as a co-activator of ChREBP, thus, favouring lipid accumulation without inflammation.

## Introduction

Non Alcoholic Fatty Liver Disease (NAFLD), one of the most prevalent metabolic disorders worldwide^1,2^, is characterized by multiple distinct injurious mechanisms, which are unified under the concept of multiple parallel hits hypothesis^3^. All of these factors, including accumulation of lipotoxic intermediates, inflammation, oxidative stress, hepatocyte apoptosis, and fibrogenesis, act in a complex way to enhance the development and progression of the hepatic lesions through the NAFLD spectrum^3^. Although various genetic factors contribute to NAFLD development^4^, it is now widely accepted that environmental factors, by directly altering the epigenome, are also key determinants^5,6^. Overall, excessive nutrient intake precipitates dynamic epigenetic modifications in some specific pattern of gene expression, causing an individual to become prone to diet-related metabolic disorders^7–11^. The fact that aberrant histone methylation profiles can be associated with metabolic syndrome reinforces the concept that histone lysine methylation state has a central role in this process^12,13^. Accordingly, the expression of specific histone lysine methyltransferases (KMT) and demethylases (KDMs) is altered during hepatosteatosis development^14^. Although these findings suggest that epigenomic control is crucial for NAFLD development, the exact nature of those epigenetic modifiers remains partially unknown^9^.

In this study, we identify the histone demethylase plant homeodomain finger two (Phf2), which belongs to the KDM7 histone demethylase family, as a component of the ChREBP-assembled transcriptional complex, a transcription factor previously implicated in hepatic steatosis development^15,16^. While Phf2 has been demonstrated to play roles in glucose metabolism in hepatocytes and pro-inflammatory response in macrophages using in vitro experimental approaches, the physiological roles of Phf2 are still unclear, partially because Phf2 is ubiquitously expressed in various metabolic tissues and appears to work as a coactivator with multiple transcription factors. Supporting its potential metabolic function, it has been recently shown that Phf2 also controls adipogenesis and fat storage through the regulation of CEBPα and PPARγ transcriptional activities in adipose tissue^17,18^. Indeed, mice with targeted disruption of Phf2 or Arid5b (AT-rich interactive domain D), a specific Phf2 coactivator partner^19,20^, display a reduction of white adipose tissue mass^21^ as a result of reduced PPARγ activity ^22^. Overall, it seems that Phf2 could work in multiple organs as a determinant regulator of glucose and lipid homeostasis. However, the regulation of Phf2 activity in hepatocytes and its contribution to the physiopathology of obesity and type 2 diabetes and more specifically to the development and/or progression of NAFLD are currently unknown.

Our study highlights, both in mice and human, a role for active Phf2-mediated H3K9me2 demethylation as a molecular checkpoint in the regulation of a subset of metabolic and anti-oxidative gene programs by interfering with the activity of the transcription factors ChREBP and NF-E2-related factor 2 (Nrf2). As a consequence, Phf2 activation protects the liver from inflammation, oxidative stress, insulin resistance, and fibrosis development during the pathogenesis progression of NAFLD during obesity. These findings link Phf2 to sugar sensing in hepatocytes and may allow for novel therapeutic approaches to treat related-metabolic liver disorders.

## Results

### Identification of Phf2 as a ChREBP interacting protein

During identification of transcriptional co-regulators for the transcription factor ChREBP in hepatocytes using mass spectrometry analysis, the jmjC domain containing histone demethylase Phf2, which is highly expressed in the liver, was purified (Supplementary Fig. 1a and b). This association was confirmed by reciprocal co-immunoprecipitation studies using either ectopically expressed proteins in 293T cells or with endogenous proteins in the liver of fed C57Bl/6J mice (Supplementary Fig. 1c). In the search for Phf2 molecular function, FLAG-tagged Phf2, immunoprecipitated from 293T cells, demethylated H3K9me2 histone methyl mark on recombinant histones, core histones or mono-nucleosomes, but had no effect on other histone methylation marks tested (Fig. 1a, b and Supplementary Fig. 1d). This specific histone demethylase activity was further confirmed by immunostaining of H3K9me2 histone mark in Phf2 overexpressing hepatocytes (Fig. 1c). Accordingly, mutation of histidine 248, predicted to be part of the Fe(II) binding site of Phf2 jmjC domain^23^, impaired this activity (Fig. 1b). ChIP-sequencing (ChIP-seq) demonstrated that Phf2 peaks (~79%) predominantly localized and covered the transcription start site (TSS) on its target gene promoters (Fig. 1d, e). Correlating with Phf2 tags distribution, the intensity of H3K9me2 methyl marks was predominantly decreased at the TSS of Phf2-bound promoters, further supporting its specific H3K9me2 demethylase activity (Fig. 1e, right panel). The majority of Phf2-bound promoters (90%) were also H3K4me3 and RNA-polII positive, suggesting that they were either “poised” for transcription or transcriptionally active (Fig. 1d, e). Accordingly, in vitro peptide pull down assay showed that Phf2 bound specifically to H3K4me3 histone tails (Fig. 1f). In contrast, a Phf2 mutant lacking its methyl lysine-binding PHD domain (Phf2ΔPHD) did not bind H3K4me3 histone tails, and more importantly did not retain its histone demethylase activity toward mono-nucleosomes (Fig. 1f). This reveals that the PHD finger-mediated targeting of Phf2 to H3K4me3-containing nucleosomes is required to demethylate H3K9me2 methyl marks. Bioinformatics analysis also revealed that the most statistically predicted Phf2 binding sites were E-box and ARE-response elements (Fig. 1g). Accordingly, gene ontology analysis of Phf2-bound promoters indicated that Phf2 was recruited to the promoter of genes involved in the regulation of metabolic processes, cell cycle and response to oxidative stress (Fig. 1h). Supporting this observation, microarray analysis, conducted on Phf2 overexpressing hepatocytes, demonstrated that Phf2 affected the expression of specific transcriptional networks under the control of several key metabolic transcription factors, such as ChREBP, PPARγ, Nrf2, or HIF1α (Fig. 1i).

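Liver RNA of 10 male C57BL/6J mice was profiled on Affymetrix Gene ST arrays, which read a gene with many short probes along its exons. The mice were 8 weeks old when they received an adenovirus by tail vein injection and were studied in the fed state 3 weeks later. An adenovirus encoding Phf2 was given to 5 mice, and 5 control mice received one encoding GFP, a fluorescent protein. Each liver was measured on 1 array, and the sample labels call the arrays of a group biological replicates. The dose is 500000000 plaque-forming units per mouse in the paper and is written as 5.108 in the sample labels. The methods name a Human Gene 2.0 ST array, whereas the feature numbers of the value table are those of a mouse Gene ST annotation. The authors normalized the arrays with RMA, which corrects background, equalizes the distributions of the arrays and summarizes the probes of each feature, and deposited the values on the log2 scale. After this step, which brings the arrays to a similar level, array medians lay between 5.06 and 5.18. Of 35556 features, 21789 had 1 gene symbol, 1621 had several and 12146 had none. The 19938 genes named by a single symbol were tested with limma, each through its feature with the highest mean, and p-values were adjusted by the Benjamini-Hochberg method over all of them. Shifts of 45 gene lists, fixed with the rule for named genes before the data were examined, were tested with camera at a preset correlation between genes of 0.01. The choice of feature for a gene, the scaling of the arrays and this preset correlation can change the numbers. Phf2 itself (feature 10409076) read 6.50, 6.54, 6.53, 6.32 and 6.34 in the 5 GFP mice and 6.31, 6.27, 6.58, 6.45 and 6.37 in the 5 Phf2 mice. This is a log2 fold change of -0.05 (standard error 0.08, adjusted p = 0.751 from limma), with a two-sided exact permutation test at p = 0.452. Which part of the transcript this feature reads, and whether it reads the injected sequence, is not given in the sources used here, so it does not check the group labels.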

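Most genes of a list of PPARγ, a nuclear receptor, and genes it activates in fatty liver, 10 of 15, were higher in Phf2 mice than in GFP mice. Pparg, which encodes the receptor (feature 10540897), lay at 7.39 ± 0.22 (SD, n = 5) in GFP mice and at 8.26 ± 0.09 (SD, n = 5) in Phf2 mice, a log2 fold change of 0.86 (standard error 0.10, adjusted p = 0.000208 from limma). Its target Cidea, a protein of lipid droplets, rose by 1.86 on the log2 scale (standard error 0.13, adjusted p = 5.97e-06). Pparg itself is 1 of the 10, and the other 5 genes of the list did not pass the test at an adjusted p of 0.05 (11 higher when adjusted over the list alone). The shift of the list had an adjusted p of 1.07e-13 from camera, and held with an estimated correlation (adjusted p = 0.0233). Among 19 targets of HIF1α, the regulator of the response to low oxygen, 4 were higher and 15 did not pass the test (4 higher and 1 lower when adjusted over the list alone). They were Hk2, a hexokinase, with a log2 fold change of 1.54 (standard error 0.23, adjusted p = 0.00128), the glycolytic enzyme Aldoa, with 0.87 (standard error 0.15, adjusted p = 0.00332), and Ndrg1 and Ankrd37, named after their values were seen. The HIF1α list had a median log2 fold change of 0.11 (0.0664 under median centring), a mean of 0.26 (standard error 0.06) and an adjusted p of 0.00451 from camera, a call lost with an estimated correlation (adjusted p = 0.206). Its mean was 7.29, 7.42 and 7.38 in Phf2 replicates 2, 3 and 4 but 7.12 and 7.14 in Phf2 replicates 1 and 5, against 6.95 to 7.06 on the GFP arrays. Hif1a itself had a log2 fold change of 0.25 (standard error 0.07, adjusted p = 0.0338). Its adjusted p ran from 0.0174 to 0.106 over the alternatives and lay above 0.05 under median centring (0.106), over all features (0.0606), with the replicate number as a block (0.0863), without GFP replicate 1 (0.0861), 2 (0.0664) or 4 (0.0785) and without Phf2 replicate 1 (0.0755), 3 (0.0781) or 4 (0.0758). From the transcriptional networks that changed on the arrays, the paper concludes that Phf2 affects those under the control of ChREBP, PPARγ, Nrf2 and HIF1α (Fig. 1i).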

**Fig. 1:**
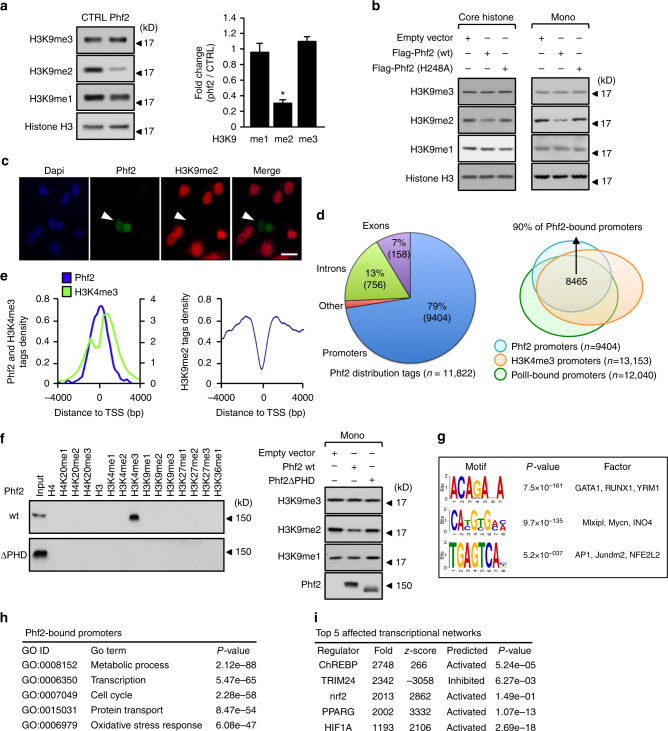
Characterization of Phf2 histone demethylase activity. **a, b** Demethylase activity of either FLAG-tagged wild-type (wt) or H248A mutant of Phf2 immunoprecipitated (IP) from 293T cell lysates, was assessed using either recombinant methylated histones (**a**), core histones or mononucleosomes (mono) (**b**) as substrates (*n* = 3). For panel **a**, a densitrometric analysis of H3K9 mono, di or trimethylation levels normalized to histone H3 levels was performed, values are expressed as fold over the means of the CTRL transfected cells. **c** Primary hepatocytes were transfected with FLAG-tagged Phf2 expression vector for 24 h. Cells were then fixed and immunostained with the indicated antibody. Representative images shown (*n* = 3). Scale bars = 40 μm. **d** Genomic distribution of Phf2 and Venn diagrams showing overlap between Phf2-bound, RNA polII-bound and H3K4me3-marked promoters after ChIP-sequencing experiment from primary cultured hepatocytes incubated with 100 nM insulin and 25 mM glucose for 24 h. **e** Tag density plots displaying Phf2, H3K4me3, or H3K9me2 tags distribution relative to the transcriptional start site (TSS). **f** (Left panel) Peptide pull-down assay, mixing purified FLAG-tagged wt or ΔPHD Phf2 from 293T cells lysates with biotinylated histones tails. Pull-downs were analyzed by immunoblotting. (Right panel) Phf2 demethylase activity assessed using mononucleosomes as substrates (*n* = 4). **g** Top enriched motifs of Phf2 ChIP-seq peaks (*n* = 11,882). **h** Gene ontology analysis of Phf2-bound promoters from Phf2 ChIP-seq analysis. **i** Top enriched affected transcriptional networks in the liver of Phf2 overexpressing mice. Phf2 was overexpressed through adenoviral gene delivery in the liver of C57BL/6 J mice for 3 weeks. Microarray analysis was then performed to identify affected transcriptional networks. **a** Error bars represent mean ± SEM, *P < 0.01 Phf2 compared to CTRL (unpaired *t*-test)

### Phf2 activation promotes NAFLD development

To evaluate its function, Phf2 was overexpressed for 3 weeks in the liver of C57BL/6J mice. Phf2 overexpression led to hepatic steatosis development as shown by increased liver weight (Supplementary Table 1) and by oil red O staining of liver sections (Fig. 2a). 

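Among genes whose 5 Phf2 arrays all lay beyond the 5 GFP arrays, the largest rise was in Cyp2b9, a cytochrome P450 of steroid and drug metabolism. It went from 6.01 ± 1.07 (SD, n = 5) to 10.88 ± 0.18 (SD, n = 5), a log2 fold change of 4.87 (standard error 0.39, adjusted p = 1.55e-05 from limma). Apela, a peptide ligand of the apelin receptor, and Slc22a27, an organic anion transporter, followed, each with a log2 fold change of 3.93. The largest fall was in Hsd3b5, a ketosteroid reductase of male mouse liver, with a log2 fold change of -4.93 (standard error 0.61, adjusted p = 0.000322). Slco1a1, an organic anion uptake transporter, had a log2 fold change of -2.68 (standard error 0.48, adjusted p = 0.00398), and Cd163, the haemoglobin scavenger receptor of macrophages, one of -1.89 (standard error 0.06, adjusted p = 3.82e-09). In all, 1929 of 19938 genes passed an adjusted p of 0.05, 1083 higher and 846 lower in Phf2 mice. At the thresholds of 1.5-fold and an unadjusted p of 0.05, 706 genes differed, 475 higher and 231 lower. No overlap between the groups was seen for 1810 genes (9.08% of those tested, against 0.794% by chance), and 0.00794 is the smallest p that an exact permutation of 5 against 5 arrays allows. When each array was centred on its own median, the genes past the adjusted threshold divided into 816 higher and 1280 lower.

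**Figure D1:**
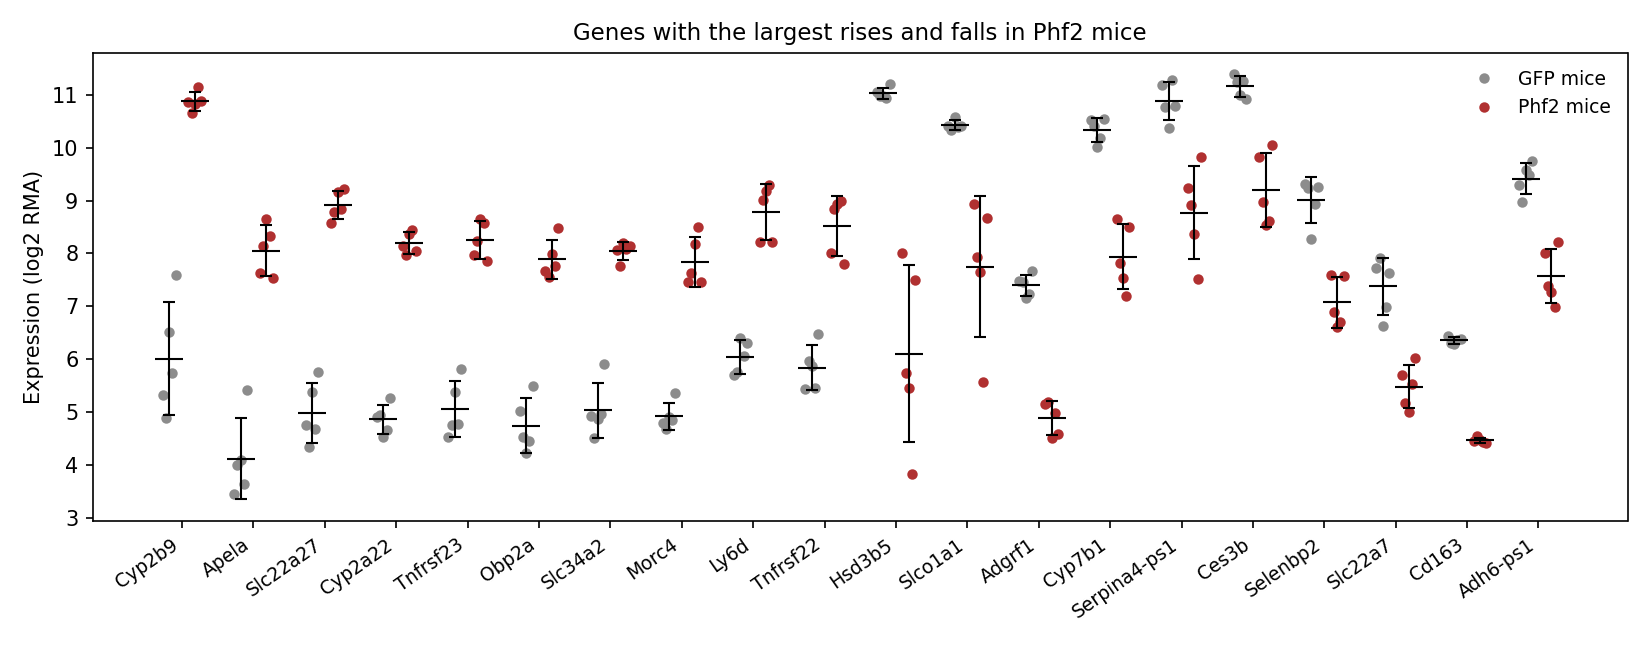
Expression (log2 RMA value, vertical axis) of the 10 genes with the largest rise and the 10 with the largest fall, by the rule for named genes. Grey points are the 5 GFP arrays, red points the 5 Phf2 arrays, long lines the means and bars the SD. The groups of each gene do not overlap, from Cyp2b9 (log2 fold change 4.87) at the left to Adh6-ps1 (-1.84) at the right.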

Microarray analysis demonstrated that Phf2 overexpression led to the differential regulation of 921 genes (fold ± 1.5 and *p* < 0.05). Among them, 25% were involved in the control of metabolic processes (Supplementary Fig. 2a–d). In this context, metabolic tracing studies, using ^14^C-labeled glucose and oleate as substrates, demonstrated that Phf2 overexpression increased hepatic fatty acid (FA) uptake, esterification and de novo lipogenesis (DNL) rates (Supplementary Table 1). 

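In Phf2 mice Pck1, the rate-limiting enzyme of gluconeogenesis, fell by 1.24 on the log2 scale (standard error 0.20, adjusted p = 0.00168 from limma). Of 12 genes of glycolysis, 5 were higher and 7 did not pass the test, with the same count when adjusted over the list alone. Pklr, the liver pyruvate kinase and a ChREBP target (feature 10493382), had a log2 fold change of 0.80 (n = 5 per group, standard error 0.11, adjusted p = 0.000663). The other 4 were Hk2 and, named after their values were seen, Pkm, Khk and Pfkl. Subunits of pyruvate dehydrogenase, which feeds pyruvate into the TCA cycle, were also higher, Pdhb by 0.70 (standard error 0.07, adjusted p = 4.48e-05) and Pdha1 by 0.61 (standard error 0.09, adjusted p = 0.00101). GFP replicate 2 stood above the other GFP arrays for Pdha1, at 8.79. Cpt1a, which admits fatty acids to mitochondria, fell by 0.40 (standard error 0.06, adjusted p = 0.00162) and Etfdh, which passes their electrons on, by 0.28 (standard error 0.05, adjusted p = 0.00671). The glycolysis list shifted upwards with an adjusted p of 3.70e-05 from camera, a call lost with an estimated correlation (adjusted p = 0.0507). The other lists did not pass this test. Of 12 genes of gluconeogenesis, 1 was higher and 3 were lower (1 and 4 when adjusted over the list alone, camera adjusted p = 0.238). Of 42 genes of the TCA cycle and respiratory chain, 7 were higher and 1 was lower (8 and 1 over the list alone), with a median of -0.02 and a mean of 0.06, which differ in sign (camera adjusted p = 0.183), and this median lay above 0 without GFP replicate 1 (0.0033) or 5 (0.0051) and at -0.0366 without Phf2 replicate 5. Of 18 genes of mitochondrial fatty acid oxidation, 1 was higher and 3 were lower (2 and 5 over the list alone, camera adjusted p = 0.289). Of 14 genes of insulin signalling, 4 were higher (5 higher and 2 lower over the list alone). These were the kinases Mtor, with a log2 fold change of 0.78 (standard error 0.13, adjusted p = 0.00204), and Gsk3b, with 0.41 (standard error 0.08, adjusted p = 0.00584), and, named after their values were seen, Insr and Pik3r1. Akt1 had a value of -0.01 (standard error 0.09, adjusted p = 0.972). The insulin list had an adjusted p of 0.0690 from camera and passed without Phf2 replicate 5 (0.0272), under median centring (0.0473) and over all features (0.0418). The gene ontology groups of the study were not used here.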

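Cd36, the fatty acid translocase of the cell membrane, and Fabp4, a carrier of fatty acids in the cytosol, were higher in Phf2 mice. Cd36 (feature 10528207) rose from 8.64 ± 0.37 (SD, n = 5) to 10.62 ± 0.13 (SD, n = 5), a log2 fold change of 1.98 (standard error 0.15, adjusted p = 8.78e-06 from limma). Fabp4 had a log2 fold change of 1.50 (standard error 0.12, adjusted p = 1.66e-05). Slc27a5, which activates bile acids and very long chain fatty acids, fell by 0.56 (standard error 0.08, adjusted p = 0.00107), with GFP replicate 1 above the other GFP arrays at 11.12. Of 16 genes of fatty acid uptake, activation and trafficking, 7 were higher, 2 were lower and 7 did not pass the test, with the same counts when adjusted over the list alone. Mogat1, a monoacylglycerol acyltransferase, rose by 2.43 (standard error 0.13, adjusted p = 1.23e-06), with GFP replicate 1 above the other GFP arrays at 4.68. Gpam, the mitochondrial acyltransferase that starts glycerolipid synthesis, had a log2 fold change of 1.23 (standard error 0.16, adjusted p = 0.000517). Of 15 genes of esterification, 7 were higher and 8 did not pass the test (7 higher and 3 lower when adjusted over the list alone). The uptake list had a median log2 fold change of 0.0863, a mean of 0.38 (standard error 0.04) and an adjusted p of 0.0113 from camera, lost with an estimated correlation (adjusted p = 0.108) and without dim features (0.0534). Its median was 0.0394 without GFP replicate 3, 0.133, 0.0400, 0.0384 and 0.142 without Phf2 replicates 1, 2, 3 and 5, and 0.0387 under median centring. The esterification list had a median of 0.25 (0.126 without GFP replicate 5), a mean of 0.40 (standard error 0.05) and an adjusted p of 0.000353, also lost with an estimated correlation (adjusted p = 0.121).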

In agreement, expression of genes that promote FA uptake and activation, in addition to their intracellular trafficking and esterification was enhanced in Phf2 mice (Supplementary Fig. 3a, b). 

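Of 19 genes of de novo lipogenesis, 11 were higher in Phf2 mice, 1 was lower and 7 did not pass the test (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.44. The list had an adjusted p of 9.14e-14 from camera, lost with an estimated correlation (adjusted p = 0.0507). Acaca, the acetyl-CoA carboxylase that commits carbon to fatty acid synthesis (feature 10394538), went from 8.76 ± 0.27 (SD, n = 5) to 10.68 ± 0.09 (SD, n = 5), a log2 fold change of 1.92 (standard error 0.11, adjusted p = 1.47e-06 from limma), with Phf2 replicate 4 above the other Phf2 arrays at 10.84. Fasn, the fatty acid synthase, had a log2 fold change of 1.31 (standard error 0.13, adjusted p = 5.56e-05) and Elovl6, which elongates palmitate, one of 2.31 (standard error 0.13, adjusted p = 1.47e-06). Cidec, a protein that enlarges lipid droplets, rose by 1.67 (standard error 0.11, adjusted p = 2.94e-06) and Plin2, which coats them, by 0.70 (standard error 0.07, adjusted p = 0.000103). G0s2, an inhibitor of the lipase ATGL, had a value of 0.04 (standard error 0.15, adjusted p = 0.928). The lower gene of the lipogenesis list was the desaturase Fads1, with a log2 fold change of -0.33 (standard error 0.09, adjusted p = 0.0317). Its adjusted p ran from 0.0132 to 0.0846 over the alternatives and lay above 0.05 without GFP replicate 1 (0.0644) or 3 (0.0522), without Phf2 replicate 2 (0.0773), 3 (0.0678) or 4 (0.0846), over all features (0.0647), with the replicate number as a block (0.0679) and by the methods' t-test (0.0738). Of 15 genes of lipid droplets, 7 were higher and 8 did not pass the test (8 higher over the list alone), with a median of 0.29. The droplet list had an adjusted p of 3.69e-06 from camera and held with an estimated correlation (adjusted p = 0.0357).

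**Figure D2:**
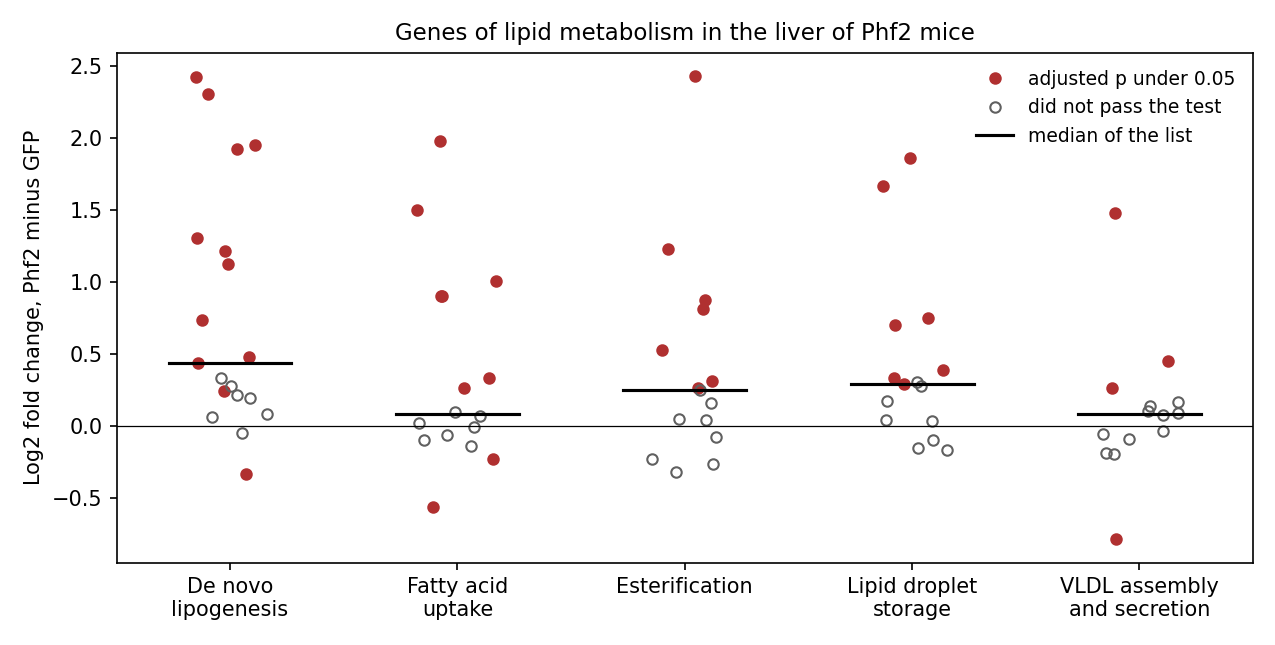
Log2 fold change (Phf2 minus GFP, vertical axis) of each gene in 5 lists of lipid metabolism. Filled red points passed an adjusted p of 0.05, open points did not, and bars mark the median of a list, which is 0.44 for de novo lipogenesis and 0.29 for lipid droplets.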

Expression of genes involved in DNL and lipid sequestration was also upregulated (Supplementary Fig. 3a, b). Finally, hepatic TG secretion rate was also decreased in Phf2 mice correlating with reduced expression of MTP and ApoB involved in VLDL assembly and secretion (Supplementary Fig. 3a–c). 

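Mttp, which encodes MTP and loads lipid onto nascent lipoproteins (feature 10502375), lay at 9.66 ± 0.13 (SD, n = 5) in GFP mice and 10.12 ± 0.05 (SD, n = 5) in Phf2 mice. This is a log2 fold change of 0.45 (standard error 0.07, adjusted p = 0.00138 from limma). Apob, the structural protein of VLDL (feature 10394394), lay at 11.80 ± 0.09 (SD, n = 5) and 11.61 ± 0.10 (SD, n = 5), a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.129) that did not pass the test, although all 5 Phf2 arrays lay below all 5 GFP arrays (two-sided exact permutation test, p = 0.00794). GFP replicate 3 stood above the other GFP arrays for Apob, at 11.97. Of 14 genes of VLDL assembly and secretion, 3 were higher, 1 was lower and 10 did not pass the test, with the same counts when adjusted over the list alone. The higher genes were Mttp, the apolipoprotein Apoa4, with a log2 fold change of 1.48 (standard error 0.10, adjusted p = 4.64e-06), and Sec22b, a protein of vesicle fusion that was named after its value was seen. The carboxylesterase Ces3a fell by 0.79 (standard error 0.14, adjusted p = 0.00326). The list had an adjusted p of 0.228 from camera. By fry, which tests whether the genes of a list move 1 way on balance, it had an adjusted p of 0.0161, upwards.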

Overall, Phf2 overexpression by controlling metabolic rerouting and lipid sequestration favors hepatic steatosis development as revealed by increased liver triglyceride (TG), diacylglycerol (DAG), and cholesterol ester contents (Supplementary Table 1).

**Fig. 2:**
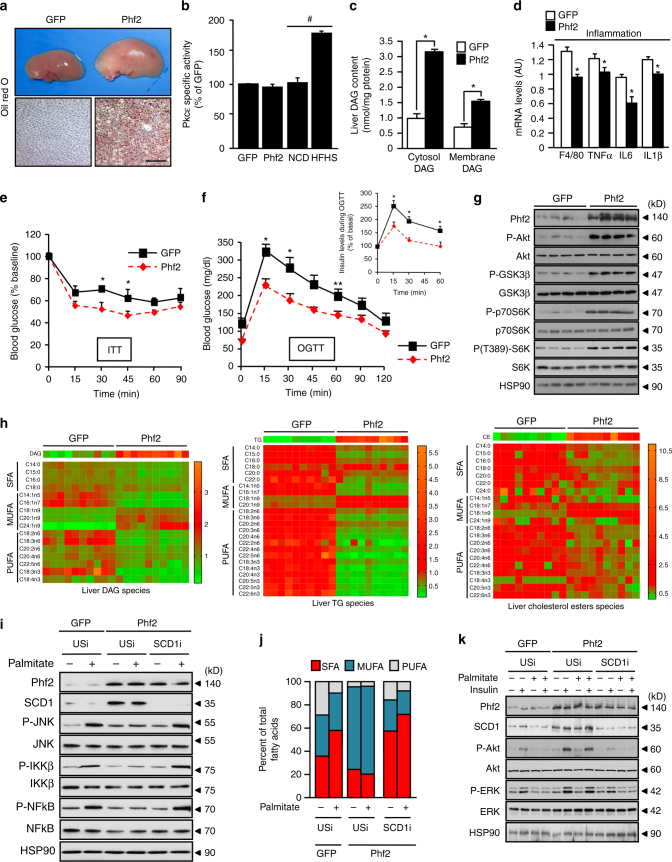
Liver-specific Phf2 overexpression causes quick-onset hepatosteatosis. **a**–**h** Mice, injected with either GFP or Phf2 overexpressing adenovirus, were studied 3 weeks later in the fed state. **a** Phf2 mice develop hepatic steatosis as shown by increased liver size and by oil red O staining of liver sections. Scale bars = 100 μm (*n* = 10 per group). **b** Measurement of PKCε activity (*n* = 6 per group). **c** Liver DAG content in the cytosol and at the plasma membrane (*n* = 8 per group). **d** Relative expression of liver pro-inflammatory genes (*n* = 10 per group). **e** Insulin tolerance test (*n* = 10 per group). **f** Oral glucose tolerance test and insulin levels during the OGTT test (*n* = 10 per group). **g** Western blot analysis of the PI3K/Akt signaling pathway in liver (*n* = 20 per group). **h** Heatmap visualization of relative SFA, MUFA, and PUFA content in liver DAG, TG, and cholesterol ester species (*n* = 10 per group). **i**–**k** Isolated primary hepatocytes overexpressing Phf2 and in which SCD1 expression was inhibited were incubated in the presence of palmitate (480 μM) for 24 h. **i** Representative western blots of the pro-inflammatory signaling pathway (*n* = 4). **j** Percentage of hepatocyte SFA, MUFA and PUFA content in indicated culture conditions (*n* = 3). **k** Representative western blot analysis of the PI3K/Akt signaling (*n* = 4). All error bars represent mean ± SEM. Statistical analyses were made using unpaired *t*-test. *P < 0.01 GFP compared to Phf2, **P < 0.05 GFP compared to Phf2. #*P* < 0.01 NCD compared to HFHS

Despite severe lipid deposition, no modification in PKCɛ activity (Fig. 2b), and subcellular localization (Supplementary Fig. 3d) was observed despite increased DAG content at both the plasma membrane and in the cytosol (Fig. 2c). Furthermore, total ceramide content, which can also trigger hepatocyte’s PKCɛ activation, was not altered in liver of Phf2 mice compared to GFP (Supplementary Table. 1). In addition, serum levels of alanine aminotransferase (ALAT) and aspartate aminotransferase (ASAT), which sign liver injury, were not modified (Supplementary Table 1). Macrophage infiltration (Supplementary Fig. 3e), and expression of pro-inflammatory cytokines such as Tnfα, IL6, and IL1β were even decreased Fig. 2d). 

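Tnf, Il6 and Il1b, the genes of the cytokines Tnfα, IL6 and IL1β, did not pass the test in the array data. Tnf lay at 4.54 ± 0.25 (SD, n = 5) in GFP mice and 4.52 ± 0.06 (SD, n = 5) in Phf2 mice, with a log2 fold change of -0.02 (standard error 0.10, adjusted p = 0.946 from limma). Its mean level was at percentile 31.15 of the genes tested, where low signal may limit the fold change. Il6 had a value of -0.04 (standard error 0.05, adjusted p = 0.717), at a mean level in the lowest 3.42% of genes, and Il1b one of 0.30 (standard error 0.22, adjusted p = 0.490). Ccl5, a chemokine that T cells and NK cells make, rose by 1.94 (standard error 0.25, adjusted p = 0.000392), and the adhesion molecule Vcam1 by 1.21 (standard error 0.21, adjusted p = 0.00288). Adgre1, which encodes the macrophage marker F4/80, had a value of 0.18 (standard error 0.18, adjusted p = 0.627). Timd4 and Clec4f, markers of resident Kupffer cells, fell by 1.59 (standard error 0.19, adjusted p = 0.000252) and by 0.54 (standard error 0.11, adjusted p = 0.00617), with GFP replicate 3 above the other GFP arrays for Timd4 at 8.45. Mpeg1, a pore-forming protein of macrophages, had a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.00848), and Lyz2, the lysozyme of myeloid cells, one of 0.64 (standard error 0.17, adjusted p = 0.0327). Of 24 genes of cytokines and inflammatory signalling, 4 were higher and 20 did not pass the test (9 higher when adjusted over the list alone). Besides Ccl5 and Vcam1 these were Ccl3 and Icam1, named after their values were seen. The list had a median log2 fold change of 0.27, a mean of 0.37 (standard error 0.12) and an adjusted p of 0.000270 from camera, lost with an estimated correlation (adjusted p = 0.323). Its mean lay at 5.76 and 5.71 in Phf2 replicates 1 and 5, within the range of the GFP arrays (5.31 to 5.84), and from 5.93 to 6.16 in the other Phf2 arrays. Of 16 markers of macrophages and Kupffer cells, 3 were higher, 3 were lower and 10 did not pass the test (7 higher and 4 lower over the list alone, camera adjusted p = 0.219). Besides the 4 genes above, these were Cd14, higher, and Marco, lower, named after their values were seen. Cd163, a macrophage receptor not counted among these, fell by 1.89 (standard error 0.06, adjusted p = 3.82e-09 from limma). The adjusted p of Mpeg1 ran from 0.000431 to 0.0528, the latter by the methods' t-test. That of Lyz2 ran from 0.0112 to 0.113, above 0.05 by the methods' t-test (0.113), under median centring (0.0513), over all features (0.0746), with the replicate number as a block (0.0502), without GFP replicate 1 (0.0676), 2 (0.0818) or 4 (0.0802) and without Phf2 replicate 2 (0.0839), 3 (0.0775) or 4 (0.0880). Without GFP replicate 3, whose mean of this list was the highest of all arrays at 7.77, the list shifted upwards (camera adjusted p = 0.0142). Of 16 markers of T cells and NK cells, 9 were higher and 7 did not pass the test (11 higher over the list alone), with a median of 0.64 and an adjusted p of 2.81e-09 from camera, lost with an estimated correlation (adjusted p = 0.0975). Ccl5 belongs to this list too, and Cd3g, a chain of the T cell receptor complex, rose by 1.50 (standard error 0.27, adjusted p = 0.00393). Of 13 hepatocyte markers, 5 were lower and 8 did not pass the test (8 lower over the list alone), with an adjusted p of 2.79e-05, lost with an estimated correlation (adjusted p = 0.194). Markers of neutrophils (adjusted p = 0.428) and of endothelial cells (adjusted p = 0.915) did not pass.

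**Figure D3:**
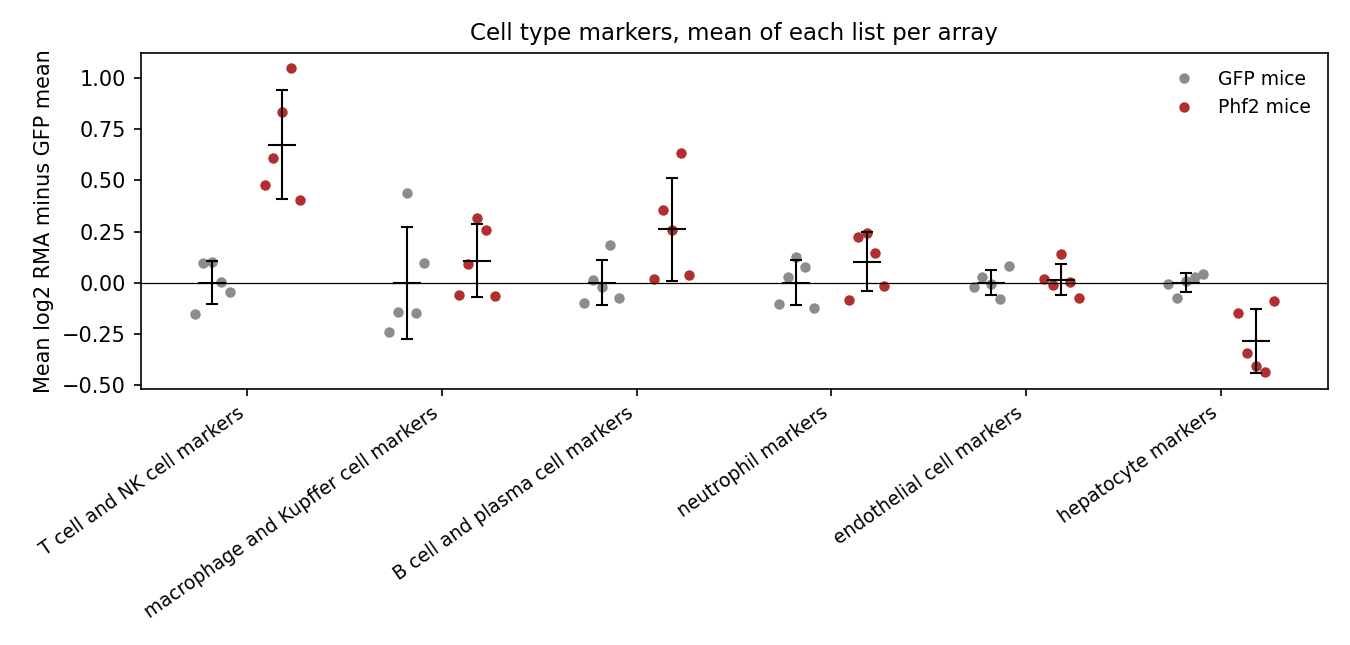
Mean log2 RMA value of each list of cell type markers on each array, minus the mean of the GFP arrays (vertical axis). Grey points are the 5 GFP arrays, red points the 5 Phf2 arrays, long lines the means and bars the SD. T cell and NK cell markers lie above every GFP array in all 5 Phf2 mice, and hepatocyte markers lie below.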

Phf2 mice had lower post-prandial blood glucose and insulin levels (Supplementary Table 1). They were also more sensitive to insulin (ITT), more tolerant to glucose (OGTT) than controls, and exhibited decreased serum insulin levels during the glycemic burst (Fig. 2e, f). Pyruvate tolerance test (PTT) also revealed that insulin-mediated suppression of hepatic glucose production was potentiated upon Phf2 overexpression (Supplementary Fig. 3f). Furthermore, Phf2 mice showed enhanced liver PI3K/Akt signaling as evidenced by increased Akt, p70S6K, or GSK3β phosphorylation (Fig. 2g). However, no modification of the PI3K/Akt signaling was observed in the epididymal white adipose tissue (WAT) and skeletal muscle of liver-specific Phf2 overexpressing mice after insulin stimulation, suggesting absence of change in peripheral insulin sensitivity (Supplementary Fig. 3g). Supporting this conclusion, glycogen content in skeletal muscles was not altered after liver-specific Phf2 overexpression (Supplementary Table 1). Overall, this demonstrates that Phf2-mediated hepatosteatosis development is associated with exacerbated liver insulin sensitivity and is dissociated from inflammation.

To further identify metabolic pathways controlling the observed tolerance to lipotoxicity, the impact of Phf2 overexpression on liver lipid composition was examined by lipidomic analysis. Strikingly, liver of Phf2 mice contained elevated levels of mono-unsaturated FA (MUFAs) and significantly less saturated FA (SFA) esterified into all of lipid species tested such as DAG, TG, cholesterol esters (Fig. 2h), and even ceramides (Supplementary Fig. 3h). Overall, as lipotoxicity is generally attributed to SFAs, their conversion into specific MUFAs could be instrumental in the protective effect of Phf2 from inflammation and insulin resistance, by decreasing their intracellular concentrations. This implicated the desaturation of SFA, a limiting step catalyzed by the family of stearoyl-CoA desaturase (SCDs), as a potential mechanism underlying the phf2-driven lipid compositional changes. 

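Scd1, the main stearoyl-CoA desaturase of liver (feature 10467979), lay at 12.42 ± 0.05 (SD, n = 5) in GFP mice and 12.62 ± 0.10 (SD, n = 5) in Phf2 mice, a log2 fold change of 0.20 (standard error 0.06, adjusted p = 0.0650 from limma). All 5 Phf2 arrays lay above all 5 GFP arrays (two-sided exact permutation test, p = 0.00794). Scd2, a second desaturase of the family (feature 10463355), lay at 5.37 ± 0.29 (SD, n = 5) and 7.79 ± 0.53 (SD, n = 5), a log2 fold change of 2.42 (standard error 0.22, adjusted p = 3.70e-05). The mean level of Scd1 was at percentile 99.93 of the genes tested, near the top of the range of the arrays. The adjusted p of Scd1 ran from 0.0173 to 0.161 over the alternatives. It fell under 0.05 with an intensity trend and robust prior (0.0173), without dim features (0.0411), after quantile normalization (0.0490) and without Phf2 replicate 1 (0.0450).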

Consistently, SCD1 expression (Supplementary Fig. 3a, b) and activity (Supplementary Fig. 3i) were enhanced in phf2 mice. To further examine the impact of SCD1-mediated SFA desaturation in the resistance to lipotoxicity, SCD1 expression was inhibited in primary cultured hepatocytes. As previously observed in vivo, Phf2 overexpression increased SCD1 expression and favored the conversion of SFA into MUFA (Fig. 2i). Consequently the percentage of SFA content significantly decreased after Phf2 overexpression in all lipid species (Fig. 2j). As a result, Phf2 overexpression, although increasing both DAG and TG content (Supplementary Fig. 3j), protected hepatocytes from palmitate-induced insulin resistance and inflammation (Fig. 2i, k and Supplementary Fig. 3k). In contrast, SCD1 silencing (Fig. 2i), without affecting DAG or TG content (Supplementary Fig. 3j), abolished Phf2-driven SFA desaturation, as revealed by increased percentage of SFA and reduced MUFA content in hepatocyte (Fig. 2j). As a result, sensitivity to palmitate-induced inflammation and insulin resistance were restored in Phf2 overexpressing hepatocytes (Fig. 2i, k). Altogether, our results suggest that Phf2-mediated SFA desaturation into DAG and TG protects the liver from inflammation and insulin resistance despite hepatic steatosis development.

### Phf2 diverts glucose fluxes to protect liver from oxidative damages

Metabolic tracing studies further demonstrated that hepatic glucose and FA oxidation rates were enhanced in Phf2 mice (Fig. 3a). As a consequence, hepatic glutamate and succinate-driven mitochondrial respiration was increased in Phf2 mice, indicating higher mitochondrial oxidative capacity (Fig. 3b). Intriguingly, although these alterations could lead to ROS overproduction, since more substrate-derived electrons are entering the mitochondrial respiration chain, Phf2 mice did not show increase in ROS levels, protein carbonylation or proteasome activity (Fig. 3c and Supplementary Fig. 4a). As lipotoxicity, through ROS production, is one of the major events involved in NAFLD progression^24^, these results further suggest that Phf2 activation, by improving oxidative stress defenses, could protect liver from the adverse consequences of lipid deposition (Supplementary Fig. 4b). Supporting an anti-oxidative stress response, metabolomic KEGG pathway analysis revealed that the pentose phosphate pathway shunt (PPP), serine, glycine, and glutathione biosynthesis showed a strong enrichment in Phf2 mice (Fig. 3d, e and Supplementary Fig. 4c). Accordingly, increased expression of glucose 6-phosphate dehydrogenase (G6PDH) and transketolase (TKT) further demonstrated that glucose flux is consumed to feed into the PPP, providing NADPH to sustain ROS-scavenger glutathione peroxidases (Gpx) activity (Fig. 3f–h). In addition, enhanced expression of phosphoglycerate dehydrogenase (phgdh), glutamate–cysteine ligase (GCLC), and glutathione synthetase (GSS) diverts glycolytic carbons (3-phosphoglycerate) into the serine, glycine, and glutathione (GSH) biosynthetic pathways to sustain GSH synthesis (Fig. 3i, Supplementary Fig. 4c and Supplementary Table 1). Therefore, Phf2 contributes, in addition to its role in lipid partitioning, to the protective effect against oxidative stress, by rerouting glycolytic flux and by regulating the activity of ROS detoxifying enzymes.

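Tkt, which encodes transketolase (feature 10413542), was higher in Phf2 mice. It went from 7.06 ± 0.23 (SD, n = 5) to 7.84 ± 0.28 (SD, n = 5), a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.00386 from limma). Pgd, the phosphogluconate dehydrogenase that yields NADPH, rose by 1.52 (standard error 0.11, adjusted p = 5.70e-06), and Rpia, a ribose phosphate isomerase, by 1.03 (standard error 0.15, adjusted p = 0.000833). Gpx4, the glutathione peroxidase of membrane lipids, had a log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.0114). Its call was lost with the replicate number as a block (0.0502). Gpx1 had a value of -0.12 (standard error 0.06, adjusted p = 0.267). The gene of G6PDH was not analysed here. Of 9 genes of the pentose phosphate pathway, 4 were higher, 1 was lower and 4 did not pass the test (5 higher and 2 lower when adjusted over the list alone). The fourth higher gene was Taldo1, a transaldolase named after its value was seen, and the lower one was H6pd, the dehydrogenase of the endoplasmic reticulum, with a log2 fold change of -0.34 (standard error 0.08, adjusted p = 0.0181). The list had a median of 0.27 (0.0709 without dim features), a mean of 0.37 (standard error 0.08) and an adjusted p of 0.0408 from camera, lost with an estimated correlation (adjusted p = 0.399). The call was also lost by the methods' t-test (0.0970), without dim features (0.384), after quantile normalization (0.0553), with the replicate number as a block (0.0702), without GFP replicate 2 (0.0552), 3 (0.0687) or 4 (0.0684) and without Phf2 replicate 2 (0.0537) or 4 (0.0602).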

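Gss, which encodes glutathione synthetase (feature 10488879), lay at 7.88 ± 0.17 (SD, n = 5) in GFP mice and 8.27 ± 0.22 (SD, n = 5) in Phf2 mice. This is a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.0413 from limma). Gclc, the catalytic subunit of glutamate–cysteine ligase (feature 10587266), had means of 9.93 ± 0.22 (SD, n = 5) and 10.30 ± 0.26 (SD, n = 5), a value of 0.37 (standard error 0.13, adjusted p = 0.107). Phgdh (feature 10500529) had means of 5.31 ± 0.19 (SD, n = 5) and 5.41 ± 0.16 (SD, n = 5), a value of 0.10 (standard error 0.10, adjusted p = 0.641 from limma). Its feature lay at percentile 48.7 of level, where low signal may limit the fold change. Of 14 genes of serine and glycine metabolism, 1 was higher, 5 were lower and 8 did not pass the test (1 higher and 8 lower when adjusted over the list alone). Agxt, which converts glyoxylate to glycine in peroxisomes, fell by 1.48 (standard error 0.23, adjusted p = 0.00161), and Mthfd1, a folate enzyme of the cytosol, by 0.70 (standard error 0.14, adjusted p = 0.00855). The other lower genes, named after their values were seen, were Shmt2, Gldc and Gcsh. The higher one was Mthfd1l, a folate enzyme of mitochondria, with a log2 fold change of 0.67 (standard error 0.13, adjusted p = 0.00547 from limma). Gldc and Gcsh act in the breakdown of glycine, so that the shift of this list is no measure of synthesis alone. The list shifted downwards with an adjusted p of 0.00871 from camera, lost with an estimated correlation (adjusted p = 0.247), with means of 7.63 and 7.62 in Phf2 replicates 1 and 5 and of 7.37 to 7.54 in the other Phf2 arrays, against 7.70 to 7.88 in GFP mice, in livers where markers of hepatocytes were lower as well. Of 10 genes of glutathione synthesis, 1 was higher, 2 were lower and 7 did not pass the test (3 higher and 2 lower over the list alone, camera adjusted p = 0.776). The lower genes supply cysteine, Cbs with a log2 fold change of -0.70 (standard error 0.13, adjusted p = 0.00386) and Cth with -1.01 (standard error 0.29, adjusted p = 0.0459). For Cth, Phf2 replicates 2, 3 and 4 lay at 9.30, 9.06 and 9.12, whereas Phf2 replicates 1 and 5 lay at 10.61 and 10.56, near the GFP arrays (10.55 to 10.86). Over the alternatives the adjusted p of Gss ran from 0.0265 to 0.110, above 0.05 by the methods' t-test (0.110), under median centring (0.0758), over all features (0.0839), without GFP replicate 1 (0.0610), 2 (0.0963), 4 (0.0949) or 5 (0.0505) and without Phf2 replicate 2 (0.0652), 3 (0.0748) or 4 (0.0987). That of Gclc ran from 0.0454, without Phf2 replicate 5, to 0.225, and that of Cth from 0.0104 to 0.147, above 0.05 by the methods' t-test (0.147), with an intensity trend and robust prior (0.123), after quantile normalization (0.0518), over all features (0.0999), without GFP replicate 1 (0.0853), 2 (0.0963), 3 (0.0622), 4 (0.0896) or 5 (0.0854) and without Phf2 replicate 2 (0.117), 3 (0.102) or 4 (0.118).

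**Figure D4:**
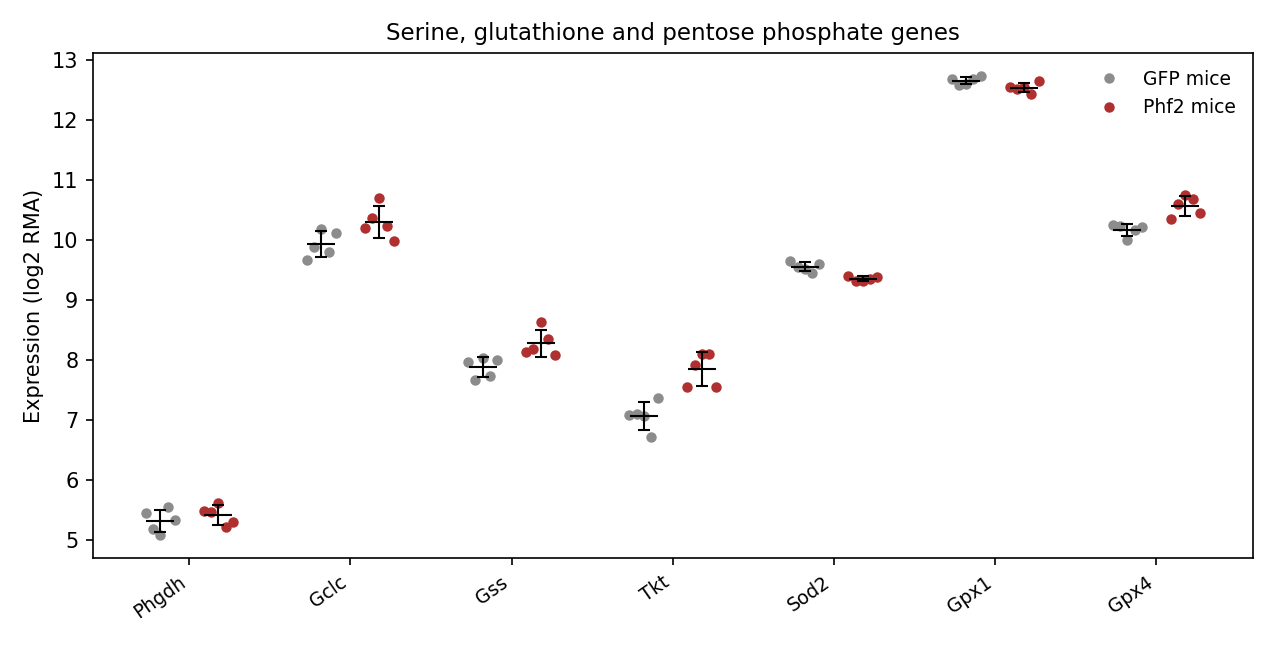
Expression (log2 RMA value, vertical axis) of 7 genes of serine, glutathione, pentose phosphate and peroxide metabolism. Grey points are the 5 GFP arrays, red points the 5 Phf2 arrays, long lines the means and bars the SD. Phgdh lies near 5.31 and 5.41 in the groups, and the Tkt and Gss groups do not overlap.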

**Fig. 3:**
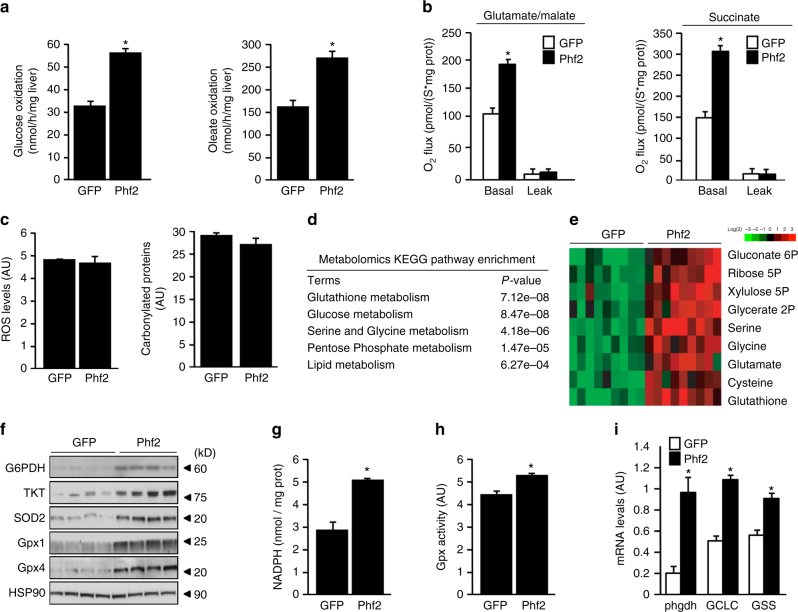
Phf2 diverts glucose fluxes to protect liver from oxidative stress. Mice, injected with either GFP or Phf2 overexpressing adenovirus, were studied 3 weeks later in the fed state. **a** Glucose and oleate oxidation rate determined by measuring the production of ^14^CO_2_ from ^14^C-glucose or ^14^C-oleate for 4 h (*n* = 8 mice per group). **b** Basal glutamate/malate and succinate-driven mitochondrial respiration, which provide respectively electrons to the complex I and II of the mitochondrial reaction chain (*n* = 6 mice per group). **c** Relative ROS and carbonylated protein levels (*n* = 12 mice per group). **d** Metabolomic KEGG pathway enrichment analysis (*n* = 15 mice per group). **e** Heat map of metabolic intermediates of the PPP, serine, glycine, and GSH biosynthetic pathways (*n* = 15 mice per group). **f** Western blot analysis of proteins involved in oxidative stress defenses (*n* = 12 mice per group). **g** Liver NADPH content (*n* = 10 mice per group). **h** Measurement of Gpx activity (*n* = 10 mice per group). **i** Expression of genes involved in GSH synthesis (*n* = 10 mice per group). All error bars represent mean ± SEM. Statistical analyses were made using unpaired *t*-test. *P *<* 0.01 GFP compared to Phf2

### Phf2 acts as a new ChREBP epigenetic activator

In keeping with the observation that Phf2 interacts with ChREBP (Supplementary Fig. 1), bioinformatic analyses highlighted that Phf2 overexpression affected ChREBP transcriptional networks. Indeed, a significant proportion of ChREBP target genes (49.94%) were increased in response to Phf2 overexpression (Supplementary Fig. 5a, b). Furthermore, ChREBP ChIP-seq indicated that 74% of ChREBP-bound promoters corresponded to those binding Phf2, and that ChREBP and Phf2 genomic distribution covered the TSS of their common target gene promoter (Fig. 4a and Supplementary Fig. 5c). Accordingly, ChIP experiments confirmed that Phf2 is co-recruited with ChREBP on glycolytic and lipogenic gene promoter (Fig. 4b). 

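In a list of 27 genes, which are ChREBP's own gene and known targets of ChREBP, 15 were higher in Phf2 mice. Mlxipl, the gene of ChREBP itself (feature 10526277), rose from 8.71 ± 0.12 (SD, n = 5) to 9.93 ± 0.16 (SD, n = 5), a log2 fold change of 1.22 (standard error 0.09, adjusted p = 6.10e-06 from limma). Rgs16, a regulator of G protein signalling, had a log2 fold change of 2.67 (standard error 0.21, adjusted p = 1.24e-05), with GFP replicate 1 below the other GFP arrays at 6.17. Me1, the malic enzyme that supplies NADPH, had one of 1.13 (standard error 0.10, adjusted p = 3.70e-05). The list was drawn up from general knowledge and not from the study, and the other 12 genes did not pass the test (18 higher when adjusted over the list alone), with a median log2 fold change of 0.48. The mean of the list lay between 8.62 and 8.89 on the GFP arrays and between 9.38 and 9.67 on the Phf2 arrays. Its shift had an adjusted p of 6.43e-19 from camera and held with an estimated correlation (adjusted p = 0.0411). The list of targets that the study counted was not used here.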

Altogether, this suggests that Phf2 may interact with ChREBP for recruitment to the transcriptional complex. Supporting this hypothesis, Phf2 is recruited to the promoter of ChREBP-regulated genes in response to glucose stimulation, whereas its binding is significantly reduced after ChREBP silencing (Fig. 4c). These results demonstrate that the binding of Phf2 on the ChoRE-containing promoter is dependent on ChREBP. Consistent with a potential ChREBP coactivator function, Phf2 overexpression increased LPK and SCD1 promoter activity in vivo (Fig. 4d). In contrast, Phf2 silencing inhibited glycolytic and lipogenic gene expression and consequently decreased DNL and TG content (Supplementary Fig. 5d, e). At the chromatin level, in response to glucose stimulation, Phf2 silencing abolished H3K9me2 demethylation at the SCD1 promoter (Fig. 4e). Consistently, SCD1 chromatin promoter accessibility was decreased and the recruitment of ChREBP and the RNA polII were impaired (Fig. 4e). Collectively, this suggests that Phf2 contributes to the regulation of ChREBP function by erasing H3K9me2 methyl-marks at the promoter of its target genes to increase transcription. Supporting this conclusion, ChREBP silencing abolished Phf2 action by reducing DNL and TG content in hepatocytes (Supplementary Fig. 5f, g).

**Fig. 4:**
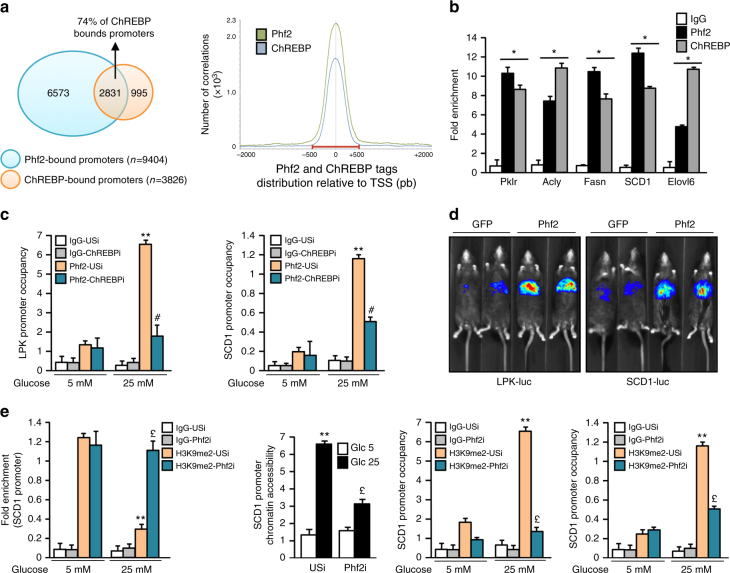
Phf2 acts as a new ChREBP transcriptional co-activator in hepatocytes. **a** Venn diagram of overlap between Phf2 and ChREBP ChIP-seq peaks on promoters in primary hepatocytes (left panel). Distribution of Phf2 and ChREBP ChIP-seq tags density in the vicinity of the TSS (right panel). **b** In vivo Phf2 and ChREBP ChIP experiments at the ChoRE-containing region of glycolytic and lipogenic gene promoters in the liver of C57Bl/6J fed mice (*n* = 6 per group). **c** ChIP experiments evaluating the recruitment of Phf2 to the LPK and SCD1 promoter after ChREBP silencing. Primary cultured hepatocytes, in which ChREBP expression was inhibited (ChREBPi), were incubated 24 h with either 5 or 25 mM glucose (*n* = 5). **d** Live imaging of LPK (*LPK-Luc*) and SCD1 (*SCD1-Luc*) promoter luciferase activity in the liver of fed mice overexpressing Phf2 (*n* = 10 per group). **e** Chromatin accessibility and ChIP experiments for H3K9me2, ChREBP, and RNA polII at the SCD1 promoter after Phf2 silencing. Primary cultured hepatocytes, in which Phf2 expression was inhibited (Phf2i), were incubated 24 h with either 5 or 25 mM glucose (*n* = 3). All error bars represent mean ± SEM. Statistical analyses were made using unpaired *t*-test (**b**) or Anova, followed by Bonferonni’s test (**c**, **e**). *P *<* 0.01 compared to IgG, **P *<* 0.01 USi 5 mM compared to USi 25 mM, #*P* *<* 0.01 USi 25 mM compared to ChREBPi 25 mM, £ *P* < 0.01 USi 25 mM compared to Phf2i 25 mM

Interestingly, there are now several examples where JmjC domain-containing histone demethylases with previously defined roles in histone demethylation also appear to demethylate non-histone proteins to regulate their abundance, stability or activity^25^. This realization that JmjC domain-containing demethylases potentially play widespread roles in protein demethylation raises an important question of whether Phf2 primary biological functions, in the regulation of ChREBP activity, is currently attributed to demethylase reactions toward histones or other uncharacterized non-histone proteins. To answer this question, a W29A mutant of Phf2 was overexpressed in cultured hepatocytes. This W29A mutation, localized within Phf2’s PHD domain, has been previously shown to abolish H3K4me3 binding of Phf2 to the promoter of its target genes^26^. Accordingly, ChIP experiments, performed in cultured hepatocytes, confirmed that Phf2 W29A is no longer recruited on the promoter of glycolytic and lipogenic genes compared with WT Phf2 (Supplementary Fig. 6a). At the chromatin level, H3K9me2 demethylation at the SCD1 promoter was not increased by Phf2 W29A overexpression compared to WT Phf2 (Supplementary Fig. 6b). Consistently, both chromatin accessibility and ChREBP recruitment at the SCD1 promoter were not increased by Phf2 W29A overexpression (Supplementary Fig. 6c, d). As a consequence, Phf2 W29A is unable to enhance the expression of glycolytic and lipogenic genes and increase hepatocyte TG content (Supplementary Fig. 6e, f). The fact that Phf2 W29A conserved its histone demethylase activity toward recombinant proteins (Supplementary Fig. 6g), demonstrates that Phf2 contributes to the regulation of ChREBP function by erasing H3K9me2 methyl-marks at the promoter of ChREBP target genes, ruling out non-histone protein demethylation in this process. Supporting this conclusion, a H248A Phf2 mutant, with no histone demethylase activity (Fig. 1b), is also unable to stimulate ChREBP transcriptional activity in hepatocytes despite being functionally recruited on the promoter of ChREBP-regulated genes (Supplementary Fig. 6h–j).

### Phf2 and ChREBP regulate Nrf2 activity to enhance oxidative stress defenses

In the search for the mediator of Phf2 action against oxidative stress, bioinformatic analysis revealed that Nrf2 transcriptional network, which plays a central role in the defense against oxidative stress^27^, was significantly affected by Phf2 overexpression (Fig. 1h, i). Accordingly, Nrf2 protein content were increased in the liver of Phf2 mice (Fig. 5a). Furthermore, the activity of a Nrf2-reporter construct (ARE-luc) (Supplemental Fig. 7a) and the expression of specific Nrf2-regulated genes (p62 or NQO1) were enhanced upon Phf2 overexpression (Fig. 5a). In this context, our data demonstrated that Nrf2 was the major mediator of Phf2-beneficial effects, since its silencing, by reducing the expression of ROS scavenger proteins, reduced Phf2-mediated NADPH and GSH biosynthesis and, as a consequence, restored palmitate-induced ROS production and apoptosis (Fig. 5b–d). 

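Nfe2l2, the gene of Nrf2 (feature 10483809), was higher in Phf2 mice, at 10.31 ± 0.09 (SD, n = 5) against 9.33 ± 0.23 (SD, n = 5) in GFP mice, a log2 fold change of 0.98 (standard error 0.10, adjusted p = 7.55e-05 from limma). Cbr3, a carbonyl reductase, was the most raised of the Nrf2 targets, with a log2 fold change of 2.09 (standard error 0.33, adjusted p = 0.00161). Of 29 Nrf2 targets, 14 were higher, 1 was lower and 14 did not pass the test (17 higher and 1 lower when adjusted over the list alone), with a median of 0.37. The lower gene was the transporter Abcc3, with a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.0332). Srxn1, which repairs oxidized peroxiredoxins, rose by 0.93 (standard error 0.16, adjusted p = 0.00287), whereas Prdx4, the peroxiredoxin of the endoplasmic reticulum, fell by 0.67 (standard error 0.09, adjusted p = 0.000445). Of 25 genes of reactive oxygen detoxification, 6 were higher, 2 were lower and 17 did not pass the test (7 higher and 4 lower over the list alone, camera adjusted p = 0.219). The other lower gene was Sod2, the superoxide dismutase of mitochondria, with a log2 fold change of -0.20 (standard error 0.06, adjusted p = 0.0464). The Nrf2 list had an adjusted p of 1.04e-11 from camera, lost with an estimated correlation (adjusted p = 0.109). Phf2 replicates 2, 3 and 4 had list means of 9.33, 9.54 and 9.46 and Phf2 replicates 1 and 5 of 9.07 and 9.09, nearer to the GFP arrays (8.70 to 8.86). Over the alternatives the adjusted p of Abcc3 ran from 0.0159 to 0.0865, above 0.05 by the methods' t-test (0.0629), over all features (0.0642), with the replicate number as a block (0.0865), without GFP replicate 4 (0.0776) or 5 (0.0648) and without Phf2 replicate 1 (0.0635), 3 (0.0706), 4 (0.0538) or 5 (0.0672). That of Sod2 ran from 0.0207 to 0.114, above 0.05 over all features (0.0700), with the replicate number as a block (0.104), with the mean of pancreatic markers as a covariate (0.0578, chosen after the data were seen), without GFP replicate 1 (0.114), 2 (0.0768), 3 (0.0569) or 5 (0.0887) and without Phf2 replicate 1 (0.0620), 2 (0.110), 3 (0.111), 4 (0.0982) or 5 (0.0616).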

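Sqstm1, the gene of the autophagy receptor p62 (feature 10385572), and Nqo1, a quinone reductase (feature 10581538), were higher in Phf2 mice. Sqstm1 lay at 9.57 ± 0.03 (SD, n = 5) in GFP mice and 10.08 ± 0.19 (SD, n = 5) in Phf2 mice, a log2 fold change of 0.51 (standard error 0.08, adjusted p = 0.00217 from limma). Nqo1 rose from 4.65 ± 0.27 (SD, n = 5) to 5.97 ± 0.46 (SD, n = 5), a log2 fold change of 1.32 (standard error 0.20, adjusted p = 0.00128). Keap1, the adaptor that targets Nrf2 for degradation, had a value of 0.06 (standard error 0.08, adjusted p = 0.719). The call of Sqstm1 held in all 20 alternatives and that of Nqo1 in the 19 that tested it.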

At the chromatin level, ChIP-seq analysis showed that Phf2 and ChREBP are functionally co-recruited to the promoter of Nrf2 in response to glucose stimulation (Fig. 5e). Supporting their role in controlling Nrf2 activity, Phf2 silencing reduced H3K9me2 demethylation at the Nrf2 promoter (Fig. 5f). Consistently, Nrf2 chromatin promoter accessibility and the recruitment of ChREBP and the RNA polII were decreased, reducing Nrf2 transcriptional activity in response to glucose stimulation (Fig. 5g). In addition, ChREBP silencing abolished Phf2-driven Nrf2 activation and restored sensitivity to palmitate-induced ROS production and apoptosis in Phf2 overexpressing hepatocytes (Fig. 5h–j). Finally, these effects of Phf2, in regulating Nrf2 transcriptional activity, are also dependent on its H3K9me2 histone demethylase activity, since Phf2 H248A or W29A mutants are unable to enhance Nrf2 activity and protect hepatocytes from palmitate-induced ROS production and hepatocyte apoptosis (supplementary Fig. 7b–g).

**Fig. 5:**
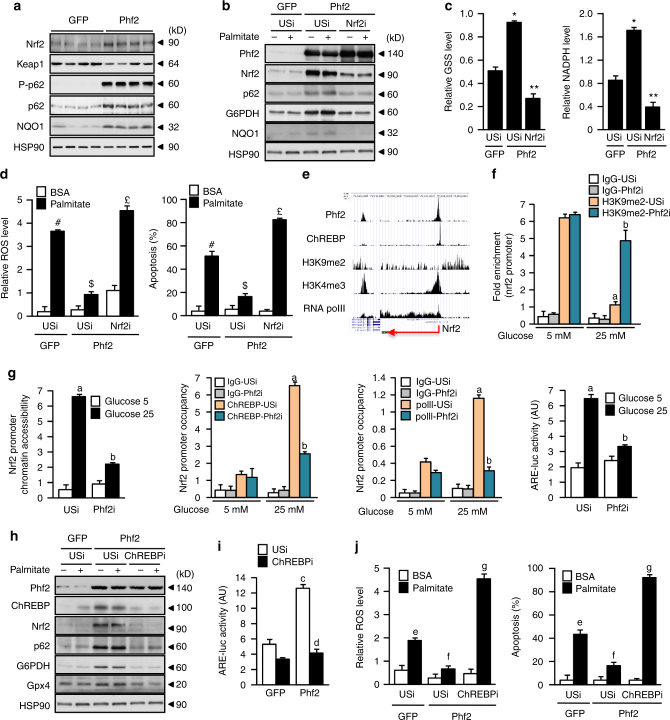
Phf2 and ChREBP decrease oxidative stress through Nrf2 activation. Mice, injected with either GFP or Phf2 overexpressing adenovirus, were studied 3 weeks later in fed state. **a** Representative Western blot analysis of Nrf2 protein content and Nrf2-regulated genes (*n* = 10 mice per group). **b**–**d** Nrf2 was inhibited in cultured hepatocytes overexpressing Phf2. **b** Western blot analysis of proteins involved in oxidative stress defenses (*n* = 3). GSH and NADPH contents (**c**) in addition to ROS levels and hepatocyte apoptosis (**d**) were determined after incubation with 480 μM palmitate for 24 h (*n* = 3). **e** UCSC genome browser image illustrating normalized tag counts for Phf2, ChREBP, H3K9me2, H3K4me3, and RNA polII at the Nrf2 promoter. (**f**, **g**) Phf2 was inhibited in cultured hepatocytes. ChIP for H3K9me2, ChREBP, and RNA polII, in addition to chromatin accessibility at the Nrf2 promoter and Nrf2 activity on the ARE-luc construct shown (*n* = 3). **h**–**j** ChREBP expression was inhibited in cultured hepatocytes overexpressing Phf2. **h** Representative western blot analysis showing the contribution of ChREBP to the regulation of Nrf2 and Nrf2-regulated gene expression. **i** Nrf2 activity on the ARE-luc construct shown. **j** Relative ROS levels and measurement of hepatocyte apoptosis were determined after incubation with 480 μM palmitate for 24 h (*n* = 3). All error bars represent mean ± SEM. Statistical analyses were made using Anova, followed by Bonferonni’s test. *P *<* 0.01 Phf2/USi compared to GFP/USi, **P < 0.01 Phf2/Nrf2i compared to Phf2/USi, ^#^*P* *<* 0.01 GFP/USi palmitate compared to GFP/USi BSA, ^$^*P* *<* 0.01 Phf2/USi palmitate compared to GFP/USi palmitate, ^£^*P* < 0.01 Phf2/Nrf2i palmitate compared to Phf2/USi palmitate, **a** *P* *<* 0.01 USi 25 mM glucose compared to USi 5 mM glucose, **b** *P* < 0.01 Phf2i 25 mM glucose compared to USi 25 mM glucose, **c** *P* < 0.01 Phf2/USi compared to GFP/USi, **d** *P* < 0.01 Phf2/ChREBPi compared to Phf2/USi, **e** *P* < 0.01 GFP/USi palmitate compared to GFP/USi BSA, **f** *P* < 0.01 Phf2/USi palmitate compared to GFP/USi palmitate, and **g** *P* < 0.01 Phf2/ChREBPi palmitate compared to Phf2/USi palmitate

### Phf2 protects the liver from fibrogenesis in an Nrf2-dependent manner

To investigate the contribution of Nrf2 to the protective effects of Phf2 during NAFLD progression, Phf2 was overexpressed in the liver of wild type (WT) or Nrf2 knockout (Nrf2-KO) mice (Fig. 6a). Phf2 overexpression increased hepatic TG content and enhanced MUFA/SFA ratio in a similar manner regardless of the genotype (Supplementary Fig. 8a and Supplementary Table 2). No pro-inflammatory response was observed in liver of WT or Nrf2-KO mice in response to Phf2 overexpression (Supplementary Fig. 8b). Both WT and Nrf2-KO mice overexpressing Phf2 were also more tolerant to glucose (OGTT) compared to GFP and elicited decreased serum insulin levels during the glycemic burst (Fig. 6b). In addition, Phf2 overexpressing WT and Nrf2-KO mice were more sensitive to insulin (ITT) compared to GFP mice in both genotypes (Fig. 6b). Hepatic insulin sensitivity was also improved to the same level in both Phf2 overexpressing WT and Nrf2-KO mice compared to GFP, as evidenced by increased Akt or GSK3β phosphorylation (Fig. 6a). However, enhanced expression of coll-Ia1, α-SMA or TIMP-1 demonstrated that Phf2 overexpression promoted the progression into fibrosis only in the context of Nrf2 deficiency (Fig. 6c and Supplementary Fig. 8c). Concomitantly, circulating levels of ALAT and ASAT, as well as the number of apoptotic cells and fibrotic areas were only increased in the liver of Nrf2-KO mice overexpressing Phf2 (Fig. 6d and Supplementary Table 2). In Nrf2-KO mice, Phf2 overexpression no longer induced anti-oxidative stress response compared to WT mice as evidence by reduced NADPH and GSH biosynthesis (Fig. 6e and Supplementary Fig. 8d). As it is generally accepted that ROS play a key role in chronic liver injury, their reduced detoxification, illustrated with elevated levels of liver hydrogen peroxide (H_2_O_2_) and protein carbonylation, is likely to contribute to the severe liver injury observed in Nrf2-KO mice overexpressing Phf2 (Fig. 6f, g). Overall, these results demonstrate that enhanced Nrf2 activity is determinant to prevent the progression into fibrosis in the context of Phf2-induced hepatic steatosis development.

**Fig. 6:**
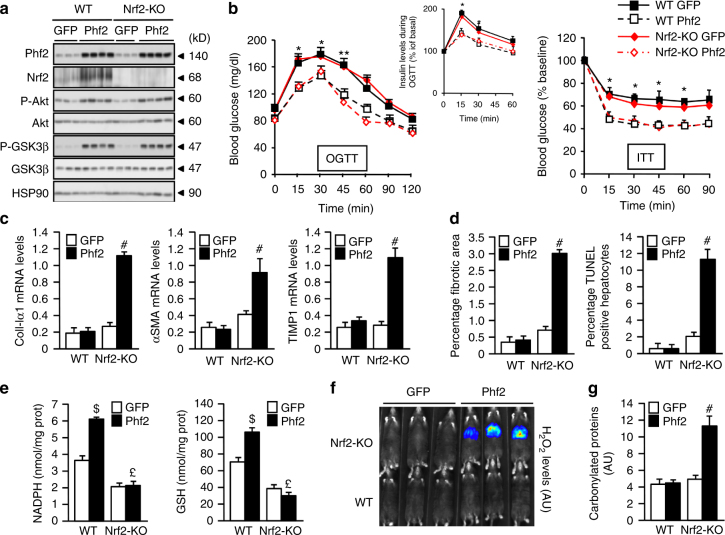
Phf2-driven Nrf2 activation protects liver from fibrogenesis. GFP or Phf2 were overexpressed in the liver of Wild Type (WT) and Nrf2 knockout (Nrf2-KO) mice. Mice were studied 3 weeks later in the fed state. **a** Western blot analysis of liver extracts from WT or Nrf2-KO mice (*n* = 10 mice per group). **b** (Left) Oral glucose tolerance test and insulin levels during the OGTT test. (right) Insulin tolerance test (*n* = 10 per group). **c** Expression of coll-Ia1, α-SMA, and TIMP-1 (*n* = 10 mice per group). **d** Percentage of fibrotic area and percentage of apoptotic hepatocytes (*n* = 10 per group). **e** NADPH and GSH contents (*n* *=* 10 mice per group). **f** In vivo bioluminescent response of the PCL-2 probe to H_2_O_2_. Representative image for mice injected with the PCL-2 probe is shown (*n* = 6 mice per group). **g** Levels of carbonylated proteins (*n* = 10 mice per group). All error bars represent mean ± SEM. Statistical analyses were made using unpaired *t*-test (**b**) or Anova, followed by Bonferonni’s test (**c**–**e, g**). *P < 0.01 GFP compared to Phf2, **P < 0.05 GFP compared to Phf2, ^#^*P* *<* 0.01 Nrf2 KO/GFP compared to Nrf2KO/Phf2, ^$^*P* *<* 0.01 WT/GFP compared to WT/Phf2, ^£^*P* < 0.01 WT/Phf2 compared to Nrf2KO/Phf2

### Phf2 protects mice from obesity, insulin resistance, and fibrogenesis

To test whether deregulation of Phf2 activity occurs during NAFLD progression, its expression was measured during high fat and high sucrose diet-induced obesity (HFHSD). In this context, Phf2 expression was gradually decreased in the liver of mice fed a HFHSD diet when compared to mice fed on a normal chow diet (NCD) (Fig. 7a). To determine if decreased Phf2 activity could indeed favor the entry of NAFLD into fibrosis after HFHSD feeding, Phf2 expression was stably inhibited, specifically in the liver, through the use of an associated adenovirus (AAV) strategy (Fig. 7b). To achieve this specificity, an unspecific shRNA (USi) or Phf2 shRNA (Phf2i) were expressed under the control of the albumin promoter. As a result, Phf2 silencing enhanced liver fibrosis development when compared to USi mice upon HFHSD feeding (Fig. 7b, c). The expression of Col1a1, TIMP1, and a-SMA was also increased in liver of Phf2i mice compared to USi mice along with collagen deposition, number of fibrotic areas and hepatocyte apoptosis (Fig. 7c–e). In addition, serum levels of ALAT and ASAT were further increased in Phf2i mice (Fig. 7f). Phf2 silencing also increases liver oxidative damages compared to USi mice facilitating the conversion of NAFLD into fibrosis upon HFHSD feeding (Fig. 7g, h).

**Fig. 7:**
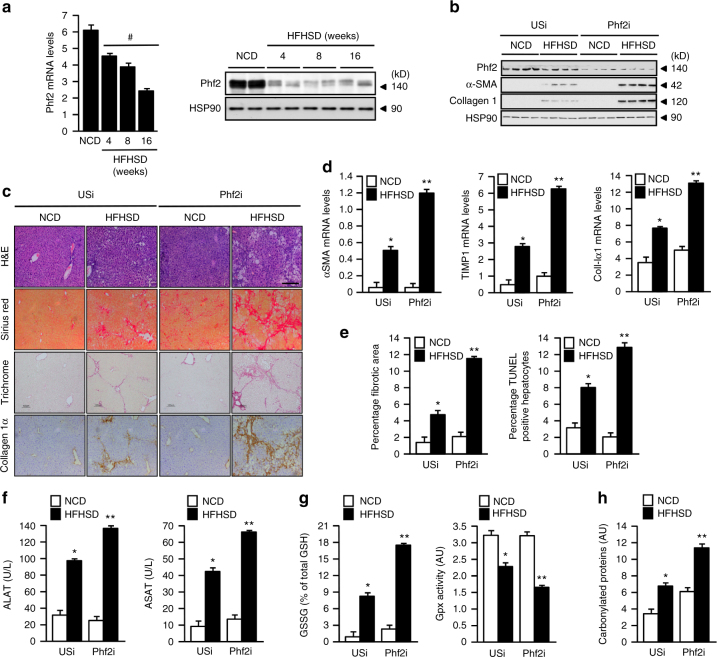
Phf2 silencing favors liver fibrosis development upon HFHSD feeding. **a** Relative expression at the mRNA and protein levels of Phf2 in the liver of C57Bl6/J mice trough the time course of HFHSD feeding (*n* = 8). **b**–**h** Phf2 expression was stably inhibited, through AAV strategy, specifically in the liver of C57Bl/6J mice fed with either a normal chow diet (NCD) or with a high fat and high sucrose diet (HFHSD) for 16 weeks. Mice were then studied in the fed state. **b** Representative western blot analysis of α-SMA and collagen I in the liver of USi or Phf2i mice (*n* = 12 per group). **c** Liver sections stained with hematoxylin and eosin (H&E), sirius red, trichrome masson and collagen Iα are shown. Scale bars = 100 μm (*n* = 6 per group). **d** Expression of coll-Ia1, α-SMA and TIMP-1 (*n* = 12 mice per group). **e** Percentage of fibrotic area and percentage of apoptotic hepatocytes (*n* = 12 per group). **f** Circulating levels of ALAT and ASAT (*n* = 12 per group). **g** Relative oxidized GSSG content and measurement of Gpx activity compared to USi (*n* = 6). **h** Levels of carbonylated proteins (*n* = 6 mice per group). All error bars represent mean ± SEM. Statistical analyses were made using Anova, followed by Bonferonni’s test. ^#^*P* < 0.01 HFHSD compared to NCD, *P < 0.01 NCD/USi compared to HFHSD/USi, **P < 0.01 HFHSD/Phf2i compared to HFHSD/USi

Consequently, to determine whether Phf2 activation could protect liver from fibrosis development during obesity, Phf2 (FLAG-tagged) was stably overexpressed specifically in the liver, through a similar AAV strategy. To achieve hepatic specificity, GFP or FLAG-Phf2 expression was under the control of the albumin promoter (Fig. 8a). Compared to GFP, Phf2 mice were fully protected from HFHSD-induced obesity, despite the fact that detailed analysis of food intake, using lean body mass as a covariate, revealed that they were hyperphagic on both NCD and HFHSD (Supplementary Table 3). In addition, compared to HFHSD-GFP mice, which exhibited a pro-inflammatory response in the liver (increased Il-6, Il-1β, or Tnf-α expression), Phf2 mice were protected from inflammation (Supplementary Fig. 9a). In addition, Phf2 mice did not develop fasting hyperglycemia and fasting hyperinsulinemia as compared to HFHSD-GFP mice (Supplementary Table 3). Furthermore, OGTT and ITT tests confirmed that HFHSD Phf2 mice had an overall improved glucose tolerance and insulin sensitivity compared to GFP mice fed on the same diet (Fig. 8b). Interestingly, Phf2 mice were also protected from the development of insulin resistance in liver, WAT, and skeletal muscle upon HFHSD feeding compared to GFP mice, suggesting that the overall improvement of their insulin sensitivity results from sustain activation of the PI3K/Akt signaling in these tissues (Fig. 8a and Supplementary Fig. 9b). More importantly, liver histological analyses revealed that HFHSD Phf2 mice were protected against fibrogenesis compared to HFHSD GFP mice, in which collagen deposition (Fig. 7c), number of fibrotic area and hepatocyte apoptosis (Fig. 8d) were increased along with the expression of Col1a1, TIMP1, and a-SMA (Supplementary Fig. 9c). Supporting these data, serum levels of ALAT and ASAT were not increased in Phf2 mice after HFHSD feeding (Supplementary Table 3). Overall, Phf2 overexpression, by increasing the activity of Nrf2 transcriptional network (Fig. 8a), enhanced oxidative stress defenses and consequently protected the liver from oxidative damages during HFHSD feeding (Fig. 8e, f).

**Fig. 8:**
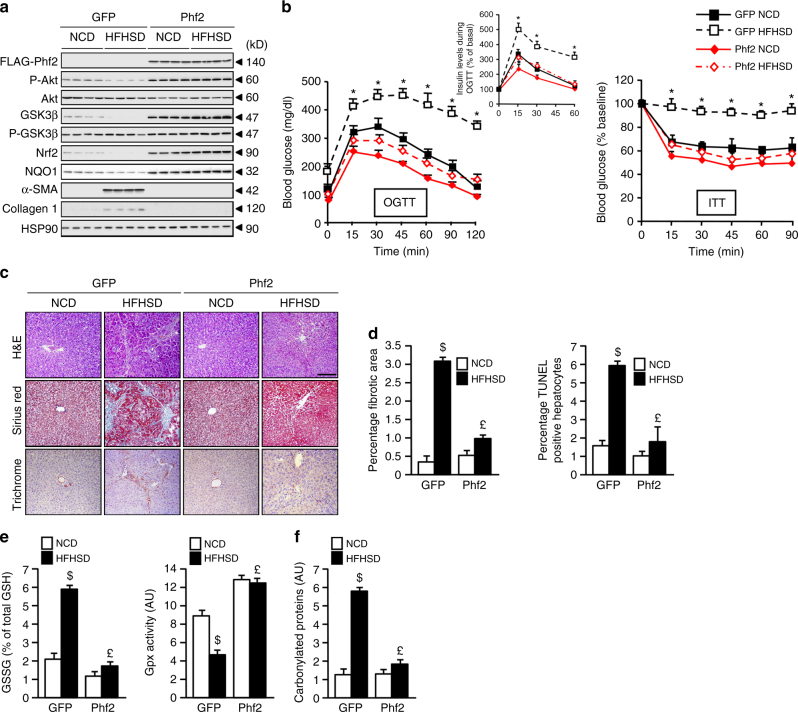
Phf2 protects the liver from high fat and high sucrose diet-induced fibrogenesis during obesity. GFP or Phf2 were overexpressed through AAV strategy specifically in the liver of 7-week-old male C57Bl/6 J mice. Mice were then fed with either a chow diet (NCD) or with a high fat and high sucrose diet (HFHSD) for 16 weeks. Mice were studied in the fed state. **a** Representative western blot analysis showing the contribution of Phf2 overexpression to the regulation of the PI3K/Akt signaling and pro-fibrogenic pathways in liver extracts (*n* = 15 per group). **b** (Left) Oral glucose tolerance test and insulin levels during the OGTT test. (right) Insulin tolerance test (*n* = 15 per group). **c** Liver sections stained with hematoxylin and eosin (H&E), trichrome masson and sirius red are shown. Scale bars = 100 μm (*n* = 10 per group). **d** Percentage of fibrotic area and percentage of apoptotic hepatocytes (*n* = 15 per group). **e** Relative oxidized GSSG content and measurement of Gpx activity (*n* *=* 10 per group). **f** Levels of carbonylated proteins (*n* = 10 mice per group). All error bars represent mean ± SEM. Statistical analyses were made using unpaired *t*-test (**b**) or Anova, followed by Bonferonni’s test (**d, e**). *P *<* 0.01 HFHSD/GFP compared to HFHSD/Phf2, ^$^*P* *<* 0.01 HFHSD/GFP compared to NCD/GFP, ^£^*P* *<* 0.01 HFHSD/Phf2 compared to HFHSD/GFP

### Phf2 expression is increased in the liver of obese patients with steatosis

Finally, to evaluate the relevance of deregulated Phf2 activity during non alcoholic fatty liver (NAFL) progression in human, liver biopsies from lean subjects with no fatty liver (NoFL) or obese patients with same BMI and same degree of hepatic steatosis (60%), were obtained from the Biological Atlas of Severe Obesity (ABOS) cohort (Supplementary Tables 4 and 5). The obese and steatotic cohort was further subdivided into two groups showing either simple steatosis or NASH based on their histological scoring. Compared to NoFL and NASH patients, Phf2 expression was only increased in the liver of insulin-sensitive steatotic patients (Fig. 9a). Correlating with Phf2 expression, H3K9me2 levels at the SCD1 and Nrf2 promoters were reduced in the liver of steatotic patients (Fig. 9b). Accordingly, ChREBP and RNA polII recruitment to these two promoters was enhanced (Fig. 9b). Therefore, SCD1 activity was increased in the liver of steatotic patients as evidence by enhanced MUFA/SFA ratio (Fig. 9c). Furthermore, Nrf2 and Nrf2-regulated gene expression was also potentiated (Fig. 9d). As a consequence, despite the same percentage of liver fat content, protein carbonylation was not increased in the liver of steatotic patients as compared to NASH patients (Fig. 9e). This apparent protection against oxidative stress in the liver of steatotic patients was correlated with reduced expression of pro-fibrogenic genes as compared to NASH patients (Fig. 9f). Overall, our data reveal in human that Phf2 activation, and subsequent H3K9me2 demethylation at the promoter of ChREBP-regulated genes, occurs during hepatosteatosis development to protect the liver from oxidative stress and fibrosis development (Fig. 9g).

**Fig. 9:**
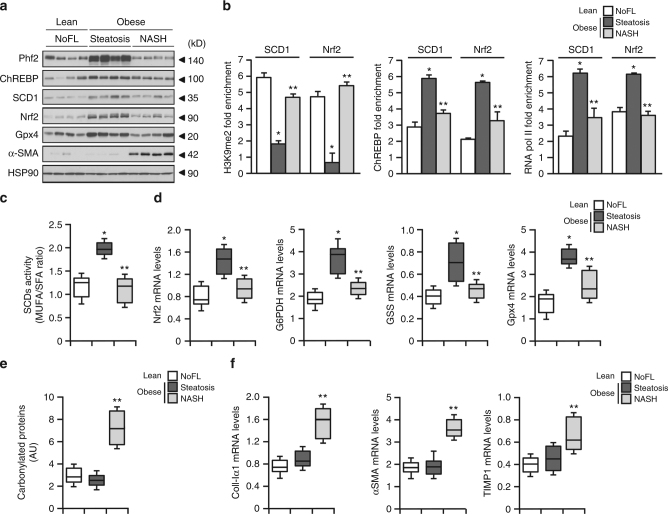
Phf2 expression is increased in the liver of obese patients with benign hepatic steatosis and positively correlates with insulin sensitivity. Human liver biopsies from lean subjects with no fatty liver (NoFL) or obese patients with simple steatosis or NASH were obtained from the ABOS cohort. **a** Representative Western blot analysis of Phf2, ChREBP, SCD1, Nrf2, Gpx4, and α-SMA expression (*n* = 10 per group). **b** ChIP experiments for H3K9me2 levels and for the recruitment of ChREBP and the RNA polII at the SCD1 and Nrf2 promoter (*n* = 10 per group). **c** MUFA/SFA ratio reflecting SCD1 activity (*n* = 10 per group). **d** Expression of Nrf2 and Nrf2-regulated genes (*n* = 10 per group). **e** Levels of carbonylated proteins (*n* = 10 per group). **f** Expression of coll-Ia1, α-SMA, and TIMP-1 (*n* = 10 per group). All error bars represent mean ± SEM. Statistical analyses were made using Anova, followed by Bonferonni’s test. *Obese with steatosis compared to lean with noFL; *P* < 0.01. **Obese with steatosis compared to obese with NASH; *P* < 0.05

## Discussion

Emerging evidence that epigenetic processes convert alterations in metabolism into heritable pattern of gene expression has profound implications in understanding metabolic disorders^8,10,28^. Several studies have shown that NAFLD development and progression are correlated with changes in the pattern of histone methylation profiles. In this line of evidence, hepatic lipid accumulation leads to the aberrant histone H3K4 and H3K9 methylation in PPARα and lipid catabolism related genes, suggesting that histone methylation may contribute to hepatic steatosis and disease progression^29^. However, the exact nature of those epigenetic modifiers involved in the development and progression of the NAFLD spectrum remains partially unknown to date. Among all epigenetic modifiers, members of the KDM7 histone demethylase family, by removing repressive histone methylation marks on the chromatin, are believed to act as transcriptional coactivators^26,30^. This suggests that their functions might be dependent on their selective association with specific transcription factors. Accordingly, our study unravels that Phf2 interacts with ChREBP and enhances ChREBP-driven transcription. Overall, Phf2-mediated H3K9me2 demethylation at ChREBP-regulated gene promoters favors DNL and TG accumulation in the liver. Supporting its metabolic function, Phf2 has been shown to stimulate fat storage in adipocytes, by coactivating FXR and CEBPα activity^17,19^. Moreover, mice with targeted disruption of Arid5b (AT-rich interactive domain D), a specific Phf2 coactivator partner^19,20^, display a reduction of their white adipose tissue mass^21^ as a result of reduced PPARγ activity ^22^. Overall, our study supports that Phf2 and Arid5b work together in multiple organs as determinant regulators of lipid homeostasis. More importantly, while triggering hepatic TG accumulation, Phf2 concomitantly protects the liver from lipotoxicity by buffering the accumulation of detrimental FA. This reinforces the concept of lipoexpediency, in which optimizing lipid signals generated by DNL redirects fat toward benefit, even in the setting of lipid overload^31–34^. Our study particularly provides novel mechanistic insight into SCD1 action through the identification of Phf2 as a key target regulator of its expression and likely effector of its beneficial effect. Indeed, by modifying the MUFA/SFA balance in favor of MUFA synthesis, Phf2 decreases hepatic inflammation and insulin resistance. This supports studies showing that lipotoxicity, generally attributed to SFA, can be prevented by addition of MUFA^35–38^. In fact, according to this model, when present and stored in the proper location and time, specific lipid species may trigger signals that modulate adaptation to stress^34^. The effect of liver-specific Phf2 overexpression seems to be restricted to the liver, since no change in the PI3K/Akt signaling was detected in adipose tissue or skeletal muscle upon insulin stimulation. In this context, clamp study could be of interest to draw definitive conclusion in a follow up study regarding this restricted impact of liver-specific Phf2 overexpression on peripheral insulin sensitivity.

Our study further highlights the importance of Phf2 in regulating oxidative stress defenses. Central to these processes, Nrf2 is considered as one of the major transcription factors involved in the defense against oxidative stress^39–41^. In fact, Nrf2 expression is gradually down regulated in the end-stages of human liver diseases^42^ and its deficiency in mice results in fibrosis development^43–45^. Therefore, the control of Nrf2 activity appears to be an important homeostatic mechanism that protects liver from nutrient-induced NAFLD progression^46,47^. Accordingly, our study specifically uncovers a new epigenetic mechanism for the control of Nrf2 activity, in which Phf2, by promoting H3K9me2 demethylation, enhances ChREBP-driven Nrf2 expression. In addition, and independently of the regulation of its expression, Nrf2 activity is also regulated through ubiquitination and subsequent degradation in a Keap1-dependent manner^48^. The autophagy-adapter p62 has been particularly shown to interact with the Nrf2-binding site of Keap1 and competitively inhibits the Keap1-Nrf2 interaction. In this setting, it has been described that Serine 351 (S351) of p62 is phosphorylated in a PI3K/ Akt /mTORC1-dependent fashion, causing p62’s affinity for Keap1 to rise^49^. As a result, Nrf2 protein is stabilized and is then able to induce the expression of anti-oxidant enzymes^50,51^. Interestingly, our study further demonstrates that Phf2 overexpression by increasing mTORC1 activity (Fig. 2g) enhances S351 p62 phosphorylation and decreases Keap1 protein levels (Fig. 5a). Altogether, our results demonstrate that, in addition to its direct effect on Nrf2 expression, Phf2 overexpression, by stimulating the PI3K/Akt/mTORC1 signaling pathway may thus further participate in the stabilization and induction of Nrf2 and help the expression of genes involved in the PPP, glutathione biosynthesis and anti-oxidative stress response.

Consistently, the down-regulation of Phf2 activity in the liver of NASH patients from the ABOS cohort positively correlates with low liver Nrf2 protein content and the high risk of progression into fibrosis. However, despite an active pro-fibrogenic response due to impaired anti-oxidant capacities, Nrf2 KO mice overexpressing Phf2 did not developed insulin-resistance as a result of enhanced oxidative stress. In the contrary, these mice are even more sensitive to insulin compared to Nrf2 KO mice overexpressing the GFP. These results are in agreement with the phenotype observed in Gpx1 KO mice, in which a decrease in ROS detoxification capacity enhances insulin sensitivity^52^. From this, one of the most important implications to our work is the concept that inflammation, insulin resistance and oxidative stress are prerequisite for fibrosis development should be reconsidered. This is somehow unexpected because it is commonly believed that oxidative stress is always linked to insulin resistance^46,53^. Through the use of Nrf2 KO mice, our results suggest that as long as the liver is able to manage the excess of lipids, by either converting them into MUFA and stored them into lipid droplets, it will be protected from inflammation and insulin resistance, despite the progression into fibrosis due to impaired ROS detoxification capacities. Consequently, we should not systematically consider fibrosis development as a direct consequence of inflammation and insulin resistance, which further reinforce the concept of multiple parallel hits hypothesis for explaining the NAFLD spectrum^3^. In human, when it comes to NAFLD progression, our study highlights the fact that lipid composition is critical for regulating inflammation and insulin sensitivity whereas anti-oxidative stress defenses, under the control of Nrf2 transcriptional activity, are crucial for controlling fibrosis development.

In conclusion, our findings establish in mice and human, a new epigenetic checkpoint, whereby Phf2 induction, through facilitating H3K9me2 demethylation at ChREBP regulated-gene promoters, protects liver from the accumulation of pathogenic lipids and ROS during NAFLD (Fig. 10). Taking into account Phf2 expression and activity as a reliable biomarker, our study could also lead to disease stratification, from simple steatosis to NASH and fibrosis, providing new tracks in NAFLD pathogenesis. In addition, since epigenetic modifications are reversible, novel therapies intended to modulate epigenetic abnormalities are trend today. In this line of evidence, given the availability of small molecules to specifically activate jmjC-containing histone demethylases^54–56^, our study sheds light in the identification of Phf2 as potential “druggable” epigenetic target to prevent NAFLD progression.

**Fig. 10:**
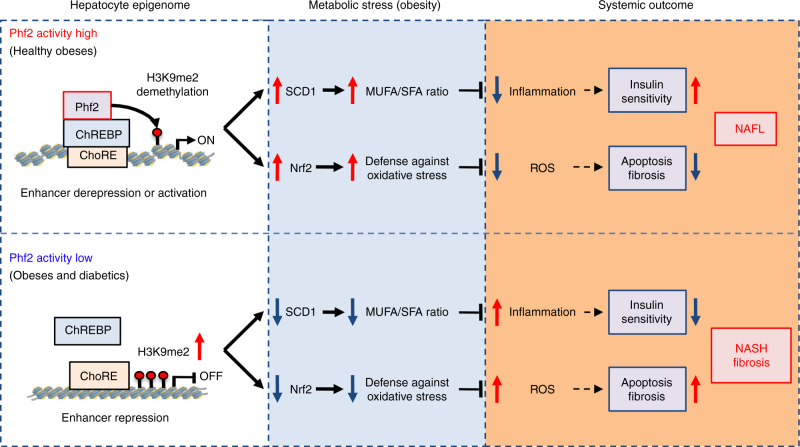
Schematic representation of Phf2 action in NAFL development and progression. Phf2 activation, through H3K9me2 demethylation at specific ChREBP-regulated gene promoter, increases MUFA synthesis and anti-oxidative stress defenses. Consequently, Phf2 activation protects liver from inflammation, insulin resistance, oxidative stress, and fibrosis

## Methods

### Antibodies

The following antibodies were used in this study for either western blotting, ChIP-sequencing, immunohistochemistry and chromatin immunoprecipitation. SOD2 (The Binding site, PC096), Gpx1 and Gpx4 (gift from L. Chavatte), ChREBP (Novus, NB400), SCD1 (Cell Signaling, C12H5), Phf2 (Cell Signaling, D45A2), H3K9me1 (Abcam, ab8896), H3K9me2 (Abcam, ab1220), H3K9me3 (Abcam, ab8898), histone H3 (Diagenode, C15200011), p(S473)-AKT (Cell signaling, D9E), Akt (Cell Signaling, 9272), P-p70S6K (Cell Signaling, 108D2), p70S6K (Cell Signaling, 49D7), p-GSK3β (Cell Signaling, D17D2), GSK3β (Cell Signaling, 27C10), LPK (Abcam, ab6191), ACC (Cell Signaling, 3662), FAS (Cell signaling, C20G5), p62 (gift from A. F. Burnol), Nrf2 (Santa Cruz Biotechnology, 13032), G6PDH (Cell Signaling, 12263), TKT (Cell Signaling, 8616), α-SMA (Novus, NB-600-531), collagen I (Novus, NB600-408), GAPDH (Santa Cruz Biotechnology, FL-335), malic enzyme (Novus, 68578), MTTP (Novus, 62489), NQO1 (Novus, A180), RNA PolII (Santa Cruz, sc899), HSP90 (Cell Signaling, 4874), Cidec (Abcam, ab77115), Plin2 (Progen, ap125), G0S2 (Santa Cruz Biotechnology, N13), and FLAG (Sigma, F1804).

### Plasmids and cloning procedures

Full-length (WT) or truncated form (Phf2ΔPHD) of Phf2 was PCR-amplified from cDNA samples from 293T cells by using KOD Hot Start Master mix (Novagen) and cloned into p3XFLAG-CMV-10 plasmid (Sigma). Phf2 enzymatic (H248A) mutant was generated by using QuikChange Lightning Site-Directed Mutagenesis Kit (Stratagene). Phf2 and Phf2 shRNA (Phf2i) adenovirus were produced by Genecust INC using the adEasy adenoviral vector system. Adenovirus expressing the GFP (Ad-GFP) and ChREBP shRNA (Ad-ChREBPi) were described previously^31^. Adenovirus expressing a shRNA against Nrf2 and associated adenovirus (AAV/DJ) expressing, under the control of the albumin promoter, either GFP, Phf2, an unspecific shRNA (USi), or a shRNA again Phf2 (Phf2i) were purchased from Vector Violabs inc.

### Reporter assay

The ChoRE-luc (Carbohydrate response element of the l-pyruvate kinase promoter (ChoRE) luciferase, gift from M. Vasseur), the SCD1-luc (1.5 kb of the mouse SCD1 promoter luciferase, gift from J. M Ntambi) and the ARE-Luc (Nrf2-response element luciferase, from promega) were used to measure Phf2 and ChREBP transcriptional activity both in vitro and in vivo. The RSV β galactosidase (RSV β-gal) plasmid was used as constitutive control reporter.

### Cell culture and transfection

Mouse hepatocytes were harvested, cultured, and infected with adenoviruses as previously described^57^. Hepatocytes were transiently transfected with the appropriate combination of reporters, expression vectors, and control vectors with Lipofectamine 2000® according to the manufacturer’s instructions. Twenty-four hours post-transfection, luciferase assays were performed at room temperature. Experimental data are mean of at least three independent experiments with luciferase activity normalized to β-galactosidase activity, conducted in triplicate. Hepatocytes were also infected with Ad-Phf2, Ad-GFP, Ad-Phf2i, Ad-ChREBPi, or Ad-Nrf2i adenovirus (1pfu/cell). Twenty-four hours post-infection, hepatocytes were incubated with either 5 or 25 mM glucose and 100 nM insulin for 18 h.

### Mouse strains and virus injections

A total of 5 × 10^8^ plaque forming units (pfu) of Phf2 or GFP adenovirus (Genecust INC) were delivered to 8 weeks old male C57BL/6J (Janvier, France) or Nrf2 knockout mice (RIKEN BRC) by tail vein injection as previously described^15^. Associated adenoviruses encoding GFP, FLAG-tagged Phf2 (FLAG-Phf2), USi or Phf2i under the control of the albumin promoter were generated by Vector Biolabs inc using the AAVDJ/8 serotype. A total of 5 × 10^11^ vg of either AAVDJ/8-GFP, AAVDJ/8-F-Phf2, AAVDJ/8-USi, or AAVDJ/8-Phf2i were delivered to 8 weeks old male C57BL/6J by tail vein injection. The numbers of mice used in each experiment were selected based on the expected variations between animals and variability in adenovirus or AAV injections. One week after treatment, mice were fed with a normal chow diet (NCD) or with a high fat and high sucrose diet (HFHSD) for 16 weeks. All mice were adapted to their environment for 1 week before study and were housed in colony cages with 12 h light/dark cycle in a temperature-controlled environment. All procedures were carried out according to the French guidelines for the care and use of experimental animals. All animal studies were approved by the “comité d’éthique pour l’expérimentation animale” of the University of Paris Descartes and by the mouse core facility of the Cochin institute (CEEA34.AFB/CP.082.12). Mice had free access to water and regular diet (NCD) (65% carbohydrate, 11% fat, 24% protein) or high fat and high sucrose diet (HFHSD) (47.6% carbohydrate, 23.2% fat, 17.3% protein) unless otherwise specified. No method of randomization or blinding was used in any of the experiments. Mice that do not overexpressed GFP or Phf2 or in which Phf2 expression was not inhibited after either adenovirus or AAV treatment were removed from the experimental cohort.

### Metabolic tests

Glucose tolerance tests were performed by oral administration of glucose (1 g D-glucose/kg body weight) after overnight fasting. Insulin tolerance tests were performed by intraperitoneal (ip) injection of human insulin (0.75 unit insulin/kg body wt, Actrapid Penfill, NovoNordisk) 5 h after food removal. Pyruvate tolerance tests were performed by ip injection of sodium salt pyruvate (2 g/kg body weight) after an overnight fast. Blood was collected from the tail vein in a heparinized capillary tube and glucose concentration was determined using the One-Touch AccuChek Glucometer (Roche).

### Analytical procedures

Blood glucose values were determined using an AccuChek Glucometer (Roche Diagnostic Inc.). Serum triglycerides (TG), free fatty acids (NEFA), alanine aminotransferase (ALAT) and aspartate aminotransferase (ASAT) concentrations were determined using an automated Monarch device (Laboratoire de Biochimie, Faculté de Médecine Bichat, France). Plasma insulin concentrations were determined using a rat insulin ELISA assay kit (Crystal Chem) using a mouse insulin standard. Glycogen concentrations were determined in liver extracts as previously described^15^. Liver TG, diacyglyceride (DAG), and cholesterol ester contents were extracted using the Folch’s method with chloroform/methanol (2:1, v/v) and their subsequent separation by thin-layer chromatography (TLC) on silica-gels plates (Merck Chemicals) using petroleum ether/diethyl ether/acetic acid (85:15:0.5, v/v/v) as the mobile phase. Lipids were visualized with iodine vapor. Bands were scraped and TG, DAG, and cholesterol esters were extracted from silica by chloroform/methanol and measured with a colorimetric diagnostic kit (Triglycerides FS; Diasys). Oxidative stress was assessed by measuring levels of protein carbonylation using the OxyBlot Protein Oxidation kit (Millipore). Gpxs activities were determined both in vivo and in vitro using the Glutathione Peroxidase Activity kit according to the manufacturer’s instructions (BioVision). The NADP/NADPH ratio was determined using the NADP/NADPH assay kit (Abcam). Reduced (GSH) and oxidized (GSSR) glutathione contents were assessed in liver extracts using the GSH/GSSG-Glo assay kit (Promega). Cytotoxicity, viability, and caspase activation were measured using the ApoTox-Glo assay kit (Promega). In vitro ROS production was measured using the amplex® red Hydrogen Peroxide/Peroxidase Assay Kit according to the manufacturer’s instructions (Lifetechnologies). Proteasome peptidase activity was determined as previously described^58^.

### Metabolite analysis

GC-MS metabolomic analysis was performed by Matabolon INC from our in vivo study, in which Phf2 or GFP were overexpressed in the liver of C57BL/6J mice for 3 weeks (15 mice per group). Metabolites were extracted by 80% methanol at −20 °C and dried by vacuum centrifugation. GC-MS analysis was performed with a Waters GCT Premier mass spectrometer fitted with an Agilent 6890 gas chromatograph and a Gerstel MPS2 autosampler. Data were collected using MassLynx 4.1 software (Waters). Metabolites were identified and their peak area was recorded using QuanLynx. Data were normalized for extraction efficiency and analytical variation by mean centering the area of D4-succinate.

### Measurement of glucose and oleate metabolic fluxes on liver explants

Liver explants from fed GFP or Phf2 mice (200 mg) were incubated in duplicate in 25 mL conical glass vial sealed with rubber caps containing plastic center wells in 3 mL of Krebs-Henseleit bicarbonate buffer (pH 7.4) at 37 °C for 2 h. For oleate metabolism, oxidation, and esterification rates were determined after incubation in presence of 0.3 mM [1–14C] oleate (0.5 Ci/mol) bound to 1% (w/v) free fatty acid bovine serum albumin. For glucose metabolism, oxidation, and esterification rates were assayed after incubation with 25 mM [U-14C] D-glucose (μCi/mmol).

### ^14^CO_2_ production measurement

At the end of the incubation time, the media is transferred to a new conical glass vial for CO_2_ production measurement and the liver explants are washed three times in ice cold PBS before processing them for lipid extraction and analysis. Perchloric acid is injected into the incubation media through the rubber cap to a final concentration of 4% (v/v). Benzethonium hydroxide is injected through the rubber cap into a plastic well suspended above the incubation media. During 1 h of vigorous shaking at 25 °C, the released [14C] CO_2_ is trapped by the benzethonium hydroxide. [14C] CO_2_ release is then assessed by scintillation counting.

### ^14^C incorporation into intracellular lipids and TAG quantification

Fatty acid esterification rates were measured in the remaining liver piece or from primary cultured hepatocytes by tracing newly synthesized triglycerides from ^14^C-oleate or ^14^C-glucose. ^14^C-TGs were extracted using chloroform/methanol (2:1, v/v) and separated by TLC as previously described and counted in scintillation liquid.

### Hepatic triglyceride secretion rate

Mice were fasted for 4 h and ip injected with 400 μl of 7.5% tyloxapol solution (Sigma) in PBS. Blood was collected over a time course and plasma triglyceride content was quantified using a triglyceride assay kit (Triglycerides FS; Diasys).

### Lipidomic analysis

Fatty acid profiling was performed at the lipidomic core facility of Toulouse (INSERM, Metatoul). Briefly, after homogenization of tissue samples in methanol/5 mM EGTA (2:1 v/v), lipids corresponding to an equivalent of 1 mg of tissue were extracted in chloroform/methanol/water (2.5:2.5:2.1, v/v/v), in the presence of internal standards: 1,3-dimyristine (for DAG) and glyceryl trinonadecanoate (for TG). Chloroform phases were evaporated to dryness. Neutral lipids were purified over an SPE column (Macherey Nagel glass Chromabond pure silice, 200 mg): after washing cartridge with 2 mL chloroform, lipid extract was applied on the cartridge in 20 μL chloroform, and neutral lipid were eluted with chloroform/methanol (9:1, v/v; 2 mL). The organic phase was evaporated to dryness and dissolved in 20 μL ethyl acetate. A sample (1 μL) of the lipid extract was analyzed by gas-liquid chromatography on a FOCUS Thermo Electron system, using Zebron-1 (Phenomenex) fused silica capillary columns (5 m × 0.32 mm inside diameter [i.d.], 0.50 μm film thickness). Oven temperature was programmed from 200 to 350 °C at a rate of 5 °C/min, and the carrier gas was hydrogen (7.25 psi). The injector and the detector were at 315 and 345 °C, respectively. To assess SCD1 activity, the Δ9 desaturation index was calculated as the abundance of SCD1 products (palmitoleic and oleic acids) relative to both SCD1 products and substrates (palmitic and stearic acids). Ceramide profiling was performed by metabolon, Inc. (Durham, North Carolina, USA) from 30 mg of frozen liver tissue.

### Isolation of liver mitochondria

All steps were carried out at 4 °C. Fresh tissues were minced in a sucrose buffer containing 0.3 M sucrose, 5 mMTris/HCl, and 1 mM EGTA (pH 7.4). Minced tissue was carefully disrupted in a Thomas’ potter at low speed rotation. Unbroken cells and nuclei were removed by two successive centrifugations of the homogenate at 750 g for 10 min. Mitochondria were collected after centrifugation of the supernatant at 10,000*g* for 20 min, and protein content was assayed using a bicinchoninic acid kit (Sigma).

### Cellular respiration of liver homogenate

One hundred µL of homogenate (supernatant after centrifugation at 750 g) were added into 2 mL of sucrose buffer (100 mM KCl, 40 mM sucrose, 5 mM MgCl2, 1 mM EGTA, BSA 4 mg/mL and 5 mM KPi, pH 7.4) and were introduced in the respiratory chamber of an oxygraph O2 k (Oroboros) at 25 °C. Cellular respiration was determined under glutamate/malate condition (GM 5 mM), with the addition of ADP (50 µM to 2.65 mM), in condition oligomycin (2 µM), and finally with cyanide (1 mM KCN). Cellular respiration was also determined under succinate condition (Succ 7 mM), with the addition of rotenone (1 µM) to inhibit OXPHOS complex I, ADP (50 µM–2.65 mM), in condition oligomycin (2 µM), and/or increasing amounts (2.5–12 µM) of carbonyl cyanide m-chlorophenylhydrazone (CCCP) and finally with cyanide (1 mM KCN). For both experiments using either glutamate/malate or succinate, mitochondrial respiration was determined with substrate and ADP. Leak was calculated in the presence of oligomycin that inhibits ATP synthase.

### Measurement of PKCε activity

PKCε was immunoprecipitated from liver samples of GFP or Phf2 overexpressing mice using 0.5 μg of polyclonal rabbit anti PKCε antibody (Santa Cruz, CA). After overnight incubation at 4 °C, Gamma Bind Sepharose was added and rotated for 2 h, and the immunocomplex containing PKCε was pelleted by brief centrifugation. After three washes, the pellets were resuspended in kinase buffer (50 mM HEPES, 100 mM NaCl, 10 mM MgCl2, 50 mM NaF, 1 mM NaVO4, 1 mM dithiothreitol, and 0.1% Tween 20). The in vitro kinase reaction was initiated by addition of 40 μg/ml phosphatidylserine/reaction, 10 mM MgCl2, 0.25 mM ATP (cold) and 1 μCi [γ-32P]ATP (10 mCi/mmol), and 10 μg of recombinant histone IIIS as a substrate. After 20 min of incubation at 37 °C, the kinase reactions were terminated by adding SDS-PAGE sample buffer and heating at 95 °C for 5 min. Phosphorylated histone IIIS protein was then separated on 12% SDS-PAGE and transferred to Hybond nitrocellulose membranes. The bands corresponding to phosphorylated histone IIIS were detected by autoradiography. As positive control of our PKCε activity measurement, PKCε was also immunoprecipitated from liver samples of C57Bl6/J mice fed with either standard (NCD) or HFHS diet for 18 weeks. HFHS diet has been previously shown to induce PKCε activity in the liver^59^.

### DAG measurement at the plasma membrane and in the cytosol

Hepatic DAG content was separated into membrane and cytoplasmic fractions as previously described^60^. Briefly, liver samples (250 mg) were homogenized on ice using a dounce homogenizer in lysis buffer containing 10 mM Tris base, 0.5 mM EDTA, 250 mM sucrose, and protease inhibitors. Then 3% sucrose was layered on top of the homogenate, and samples were centrifuged at 100,000*g* for 1 h at 4 °C. The supernatant and lipid layers were removed and designated as the cytoplasmic fraction. The pellet, designated as the membrane fraction, was resuspended in homogenization buffer for DAG analysis. Concentrations of DAG in each fraction were determined by using mass spectrometry analysis as previously described.

### Staining techniques

For histology studies, tissues were fixed in 10% neutral buffered formalin and embedded in paraffin. Then, 5 μm sections were cut, rehydrated through descending grades of ethanol, and stained with hematoxylin eosin (HES) or were subjected to immunohistochemical analysis using antibodies against F4/80, type 1 collagen, and α-SMA. To evaluate liver fibrosis, sections were stained with Masson’s trichrome (Sigma Aldrich) according to the manufacturer’s instructions. The degree of hepatic fibrosis was quantified by morphometric analysis. In addition, apoptotic bodies (councilman bodies) were counted in ten consecutive fields from HES slides. For the detection of neutral lipids, liver cryosections were stained with the Oil Red O technique, using 0.23% of Oil Red O dye dissolved in 65% isopropyl alcohol for 10 min as previously described^15^.

### In vivo bioluminescence imaging

For measurement of Phf2 and ChREBP transcriptional activity in vivo, the ChoRE-luc, SCD1-luc, and ARE-luc plasmids were overexpressed with the RSV β galactosidase construct through hydrodymanic gene transfer in the liver of C57BL/6J mice (10 μg each) as previously descried^61^. Mice were studied in fed state 48 h after injection. For imaging, mice were ip injected with 100 mg/kg of sterile firefly D-luciferin (Caliper). After 10 min, mice were ip injected with a mix of ketamine/xylazine, imaged on the PhotonImager system (Biospace Lab) and analyzed with the M3Vision software (Biospace Lab). For in vivo measurement of ROS (H_2_O_2_ levels), using the PCL-2 probe, mice were infected with both adenovirus overexpressing the luciferase and the RSV β-gal (5 × 10^8^ pfu each). Mice were studied 1 week later in fed state. The PCL-2 probe was used as previously descried^62^. Briefly, mice, overexpressing the luciferase in the liver, were anesthetized with isoflurane and *ip* injected with a mixture of the PCL-2 and d-cysteine (0.05 μmol each, in 150 μL of 1:1 DMSO:PBS). Following injections, mice were imaged with the PhotonImager system (Biospace Lab). The following setting was used, 1 min exposure, 60 images (60 min total). Imaging is started immediately following injection of the probe. For all in vivo imaging experiments, the RSV β-gal plasmid was used as a constitutive control reporter to normalize the bioluminescence signal.

### β-galactosidase determination

β-gal assays for normalization of the ChoRE, SCD1, ARE-luc activity, and PCL2 probe were performed using 10 µL of hepatocyte lysates, 50 µL 2× buffer (1.33 mg/ml 2-Nitrophenyl β-D-galactopyranoside, 100 mM 2-mercaptoethanol, 2 mM Magnesium Chloride, 200 mM sodium phosphate pH 7.5, all purchased from Sigma, St. Louis MO), and 40 µL water in each well of a clear 96-well plate. The plate was covered and incubated 30 min at 37 °C, and absorbance at 405 nm was determined with a xenius plate reader (Safas). Lysate samples were assayed in triplicate. Lysates from unstransfected cells were used as controls for background activity. β-Gal activity was expressed as A405 units/mg protein.

### Liver lysates

Livers were frozen in liquid nitrogen and kept at –80 °C until use. Mouse tissues were sonicated three times for 10 s each at 4 °C in lysis buffer [150 mM NaCl, 50 mM Tris-HCl pH 7.5, 5 mM EDTA, 30 mM Sodium pyrophosphate, 30 mM Sodium Fluoride, 1% Triton × 100, and protease inhibitor cocktail (Sigma, St. Louis, MO)]. Lysates were centrifuged 16,000*g* at 4 °C for 20 min and supernatants were reserved for protein determination, and SDS PAGE analysis.

### Preparation of nuclear fractions

Hepatocytes were wash two times with ice cold PBS. Cells were collected in PBS and pelleted at 3000 rpm at 4 °C. Cell pellets were resuspended in hypotonic lysis buffer (50 mM Hepes ph 7.4, 10 mM NaF, 1 mM EDTA, 0.5 mM DTT with protease inhibitors). Cells were lysed using a dounce homogenizer and centrifuged at 4200 rpm for 10 min at 4 °C. Cytosolic supernatants were collected. Nuclear pellets were washed three times in 1 mL of hypotonic lysis buffer and resuspended in 200 µL of nuclear extraction buffer (50 mM Hepes pH 7.4, 420 mM NaCl, 10 mM NaF, 1 mM EDTA, 0.5 mM DTT). Samples were sonicated and centrifuged at 13,000 rpm for 30 min. Nuclear supernatants were collected.

### ChIP-sequencing

All the ChIP-Seq experiments were performed using samples collected from primary hepatocytes. ChIP-Sequencing (ChIP-seq) sample preparation and computational analysis of Illumina GA I/II data were performed by Actif Motif INC as follows. Primary cultured hepatocytes were incubated 24 h in the presence of 25 mM glucose and 100 nM insulin and were subjected to standard ChIP, using indicated antibodies, as described above. ChIP DNA-samples were then subjected to preparation for ChIP-Seq library construction: the libraries were constructed following Illumina’s Chip-Seq Sample prep kit. Briefly, Chip DNA was end-blunted and added with an “A” base so the adapters from Illumina with a “T” can ligate on the ends. Then 200–400 bp fragments are gel-isolated and purified. The library was amplified by 18 cycles of PCR. Primary analysis of ChIP-Seq data sets: the image analysis and base calling were performed by using Illumina’s Genome Analysis pipeline. The sequencing reads were aligned to the mouse genome UCSC build by using BOWTIE32 alignment programs in two ways: only uniquely aligned reads were kept or both uniquely aligned reads and the sequencing reads that align to repetitive regions were kept for downstream analysis (if a read aligns to multiple genome locations, only one location is arbitrarily chosen). The multiple reads were collapsed in order to reduce the PCR biases. The aligned reads were used for peak/island finding with MACS33. MACS peak/island predictions were adjusted for genome instabilities (amplifications, deletions) either by considering a local background area (MACS) that was used as a reference for the subsequent calculation of the enrichment scores. Annotating and comparing the ChIP-Seq peaks: the ChIP-Seq peaks were mapped on the UCSC genome browser. A peak was considered to be associated with a particular genome feature (for example, promoter, intron, and exon) if the peak summit (MACS peaks) was located within 3 Kb distance of TSS, or within an exon or intron. If a peak intersected with multiple genome features, all the corresponding genome features were considered when computing the genome distributions. Phf2 peaks were considered common if the predicted peaks intersected over at least 1 bp. The gene ontology analysis was carried out by using DAVID/EASE35 and the sequence motif enrichment analysis was performed by using HOMER. For motif finding, we used MEME Suite with the default settings except that the expected motif site is any repetitions and the find uncentered regions option is selected. Logos of different motifs were generated from MEME-ChIP analysis. We used Regulatory Sequence Analysis Tools to generate the final consensus sequence logo.

### Chromatin immunoprecipitation

For ChIP-seq validation, chromatin immunoprecipitation (ChIP) was performed as described^63^. Briefly, primary cultured hepatocytes or liver samples were cross-linked with 1% formaldehyde (Sigma) and chromatin DNA was sheared to 300–500 bp average in size through sonication. Resultant was immunoprecipitated with control IgG or specific antibodies overnight at 4 °C and followed by incubation with protein A/G magnetic beads (Ademtech) for an additional 2 h. After washing and elution, the protein–DNA complex was reversed by heating at 65 °C overnight. Immunoprecipitated DNA was purified by using QIAquick spin columns (Qiagen) and analyzed by qPCR using a Roche Light Cycler. Primers used are specific for regions tested and their sequences are available on request. All ChIP were repeated at least three times and representative results were shown. All signals were normalized to input chromatin signals. Chromatin accessibility was assessed using the EpiQ chromatin analysis kit according to the manufacturer’s instructions (Bio Rad).

### RNA profiling

Phf2 or GFP were overexpressed through adenoviral gene delivery in the liver of C57BL/6 J mice. After 3 weeks, total RNA was isolated from liver using RNeasy Mini Kit (Qiagen) following the manufacturer’s protocol. The microarray experiments and data normalization were performed by the Cochin Institute transcriptomic core facility. Briefly, RNA profiling was performed using Affymetrix GeneChip Human Gene 2.0 ST array, which interrogates 25,000 gene sequences. Raw data were normalized using the Robust Multichip Algorithm (RMA) in Bioconductor R software. Then, all quality controls and statistics were performed using Partek GS software. First, hierarchical clustering (Pearson’s dissimilarity and average linkage) and principal composant analysis (PCA) were performed as unsupervised exploratory data analysis. Then, a classical analysis of variance (ANOVA) for each gene and pair wise Tukey’s post-hoc tests between groups were conducted to find differentially expressed genes. Finally, *p*-values and fold changes were used to filter and select differentially expressed genes. Interactions, pathways and functional enrichment analysis were carried out through the use of IPA (Ingenuity Systems, USA www.ingenuity.com) and DAVID/EASE tools (http://david.abcc.ncifcrf.gov/).

### Isolation of total RNA and analysis of mRNA expression by quantitative PCR

Total cellular RNAs from whole liver or from primary cultured hepatocytes were extracted using the RNeasy kit (Qiagen). mRNA levels were then measured as previously described using a Roche Light Cycler^64^. Primer sequences are available on request.

### Western blotting and lysine demethylation assays

Western blot were carried out as previously described^65^. Revelation and quantification were performed using the Chemidoc MP system instrument (Bio-Rad). For preparation of Phf2 IP from mammalian cells, 293T cells were transfected with Flag-tagged Phf2 plasmid using Lipofectamine 2000® (Invitrogen). After 24 h, the cells were lysed with TNE lysis buffer (20 mM Tris at pH 7.8, 450 mM NaCl, 0.5 mM EDTA, 1 % NP40). For demethylase reaction, purified Flag-Phf2 protein was mixed with different substrates (recombinant histone H3 (2 μg) (Upstate), synthetic biotinylated histone H3 peptides either mono, di, or trimethylated at the K9 position (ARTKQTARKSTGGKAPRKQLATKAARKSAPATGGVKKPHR-YC-Ttds-K-Biotin, JPT, Germany), purified mononucleosome (10 μg) or core histone) in the reaction buffer (final volume 20 μL) (20 mM Tris-HCl at pH7.5, 150 mM KCl, 50 μM Fe(NH4)2(SO4)2–6H2O, 1 mM α-ketoglutarate, 1 mM ascorbate, 20 μM ZnCl2). The mixtures were incubated at 37 °C for 12 h, terminated by boiling for 5 min in SDS sample buffer at pH 7. Histone modifications were detected by specific antibodies, as described above.

### Histone peptide pull-down assay

Biotinylated histone peptides (Millipore and Abgent), either modified or unmodified, were pre-incubated with Dynabeads M-280 streptavidin blocked with BSA (Invitrogen) at room temperature for 1 h and then washed with washing buffer (0.01% Tween-20 in PBS) twice before mixing with cell exacts expressed proteins (FLAG-tagged WT Phf2 or Phf2ΔPHD). After overnight incubation at 4 °C in 20 mM HEPES pH8.0, 1.5 mM MgCl2, 0.15 M NaCl, 25% glycerol, 1 mM DTT, 0.2 mM EDTA, 0.01% Tween-20, pull-downs were washed with washing buffer (same as incubation buffer) five times before resolving by 4–12% Bis-Tris gel (Invitrogen) and analysis by immunoblotting.

### Immunofluorescence

Primary hepatocytes, transfected with expression vectors as indicated, were directly fixed for 5 min with 4% formaldehyde (v/v) in Phem buffer (60 mM PIPES, 25 mM HEPES, 10 mM EGTA, 2 mM MgCl2, pH6.9) and then permeabilized for 2 min with 0.1% Triton X-100 in Phem buffer. After three washes with Phem buffer, blocking solution (1% BSA in PBS, pH 7.4) was applied for 30 min and primary antibodies against Flag and H3K9me2 were added in blocking buffer for 1 h at room temperature. After three washes with PBS/0.1% Triton X-100, cells were incubated with DAPI and with secondary antibodies conjugated with fluorescent dyes for 1 h, washed again with PBS/0.1% Triton X-100, and mounted in 20 mM Tris, pH 9/0.1% p-phenylenediamine. Image intensities for each antibody were scaled identically.

### Human liver biopsies

We analyzed liver samples from white morbidly obese French patients who underwent abdominal surgery and were included in the Biological Atlas of Severe Obesity (ABOS) cohort realized at the “Centre Hospitalier Régional Universitaire de Lille”, France (ClinicalGov NCT01129297)^66^. Informed consent was obtained from all individuals and the experimental design was approved by the Hospital’s Ethics Committee. All patients underwent pre-operative evaluation (medical history and physical examination) and were devoid of any condition that could have increased abdominal surgery risks. For this study, to minimize potential confounding factors, only men individuals of similar age range were selected for this study. Three groups were defined and staged as lean controls (no steatosis), obese subjects with liver steatosis but limited inflammation (NAS ≤ 3) and obese subjects with NASH (NAS ≥ 5). The degree of steatosis was defined as the percentage of hepatocytes containing fat droplets. For this study, diagnosis was made for samples exhibiting >50% of fatty acid infiltration within the hepatocytes in both steatotic and NASH liver groups (macrovesicular steatosis). Histological features was further blindly evaluated by two pathologists (P.M and F.P) using the NAFLD activity score (NAS), as recommended by the NASH clinical network^67^ (see Table S4 and S5 for scoring interpretation). The NAS is defined as the unweighted summary of scores for percentage of steatosis (0: 0–5%; 1: 5–30%; 2: 30–66%; 3: 66–90%), hepatocyte ballooning (0: none; 1: few balloon cells; 2: many cells/prominent ballooning) and lobular inflammation (0: no foci; 1: <2 foci/200×; 2: 2–4 foci/200×; 3: >4 foci/200×) thus ranging from 0 to 8. A NAS score of 5 or more was correlated with NASH and a NAS score of less than 3 was considered as the absence of NASH^67^. Fibrosis stages were also determined separately from NAS score (F0: none; F1: perisinusoidal or periportal; F1a: mild, zone 3, perisinusoidal; F1b: moderate, zone 3, perisinusoidal; F1c: portal/periportal; F2: perisinusoidal and portal/periportal; F3: bridging fibrosis; F4: cirrhosis) (supplementary Table 4). Type 2 diabetic patients were defined by fasting plasma glucose levels ≥07.0 mmol/L; normoglycemic individuals were defined by fasting glucose levels of <5.6 mmol/L. HOmeostasis Model Assessment of Insulin Resistance (HOMA-IR) was assessed with the homeostasis model assessment and calculated according to Wallace et al^68^. Needle liver biopsies were performed in the left hepatic lobe through laparoscopy, within 15 min from the beginning of the procedure. Samples were immediately frozen in liquid nitrogen and stored at −80 °C.

### Statistical analyses

Results are expressed as mean ± SEM, and were analyzed with analysis of variance using GraphPad Prism software. Sample sizes (*n*) were reported in the corresponding figure legend. All experiments were performed on at least three independent occasions. No statistical method was used to predetermine sample size. After the normal distribution was confirmed with the Kolmogorov–Smirnov test, statistical comparisons between two groups were performed using a student’s *t* test followed by Mann-Whitney post hoc test. Comparisons among multiple parameters were performed by two-way ANOVA followed by Bonferroni’s post hoc comparisons. We did not estimate variations in the data. The variances are similar between the groups that are being statistically compared. In all cases, *P* values less than 0.05 were considered significant.

### Data availability

The authors declare that all data supporting the findings of this study are available within the paper and its supplementary information files, or are available from the corresponding author upon reasonable request. Microarray analysis can be found at the Gene Expression Omnibus database under accession number GSE61575 and GSE61576.

## Electronic supplementary material

Supplementary Information

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

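Gene expression was measured in the livers of 5 mice given an adenovirus encoding Phf2 and 5 mice given one encoding GFP, with 1 Affymetrix Gene ST array per mouse. Samples were grouped by the condition and replicate number in the sample labels, and every column of the value table belongs to 1 of these 10 samples. The authors normalized the arrays with RMA in Bioconductor and ran quality controls and statistics in Partek GS, and they deposited log2 values for 35556 features. The submitters' processing notes name RMA and Partek, and versions are not given in the sources used here. The methods describe an analysis of variance per gene with pairwise Tukey comparisons, and a selection by p-value and fold change. The paper's results give the thresholds, 1.5-fold and p under 0.05, and do not say whether this p was adjusted. The methods name an RNeasy kit for the RNA and a human array, whereas the sample labels name another RNA kit, and the feature numbers are those of a mouse array. No genome build is named, so no coordinates are given.

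Features were named through the platform annotation, and 21698 of the 21789 features with 1 symbol were matched by gene number to the mouse annotation of assembly GRCm38.p6, which was used for names only. Features with several symbols (1621) or none (12146) were left out of the gene tests. A gene with several features (999 genes) was represented by the one with the highest mean over all arrays, which left 19938 genes. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The study's thresholds were applied to the unadjusted p of the same fit. A log2 fold change is the mean of the Phf2 arrays minus that of the GFP arrays. Single values were also compared by a two-sided exact permutation test.

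The 45 gene lists (22 on claims of the paper and 23 on other pathways and cell types of liver) were tested with camera at a preset correlation of 0.01, adjusted over all lists. Of the 26 lists that passed, 21 shifted upwards and 5 downwards. With an estimated correlation 4 held (lipid droplets, ChREBP targets, PPARγ targets and p53 targets), and 22 passed with fry. Lists can share genes, so that their calls are not independent. Elovl6 is in the lipogenesis and ChREBP lists, and Pgd in the Nrf2 and pentose phosphate lists. The PPARγ list shares Cd36 with fatty acid uptake, Mogat1 with esterification and Cidea with lipid droplets. Named genes are the genes the paper names for these livers, the 10 with the largest rise and the 10 with the largest fall among genes past the adjusted threshold whose groups do not overlap, up to 2 called members with the largest rise and 2 with the largest fall of each list (up to 2 with the smallest p where no member was called), and genes of the patterns in the closing section. Predicted genes and small RNAs were left out of the largest changes. This gave 148 genes. Of 40 genes the paper names, 38 were analysed, and G6PDH and p70S6K are not analysed here.

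The alternatives were the methods' t-test, an intensity trend with a robust prior, array weights, a filter on dim features, a further quantile normalization, centring of each array on its median, all features of the table, the mean of a gene's features, the replicate number as a block, other thresholds, an estimated correlation, fry, and leaving out each array in turn. The mean of the pancreatic markers of each array as a covariate was added after the data were seen.

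Arrays correlated with each other at 0.973 to 0.9963, and no pair held identical values. On the first principal component (41.2% of the variance) the lowest Phf2 array lay at 4.26 and the highest GFP array at -14.07. The number of arrays limits the precision, and p-values of single genes measure the spread between these mice. Those from camera at the preset correlation rest on the spread of the statistics of genes instead. The pipeline was tested on simulated data for the comparison of Phf2 with GFP arrays, with 50 of the 19938 genes changed at each fold. limma recovered 42 of 50 genes changed 1.5-fold, 49 changed 2-fold, 48 changed 4-fold and 50 changed 8-fold, with 7 false calls among 196. Camera called the list that was raised and 0 of 100 unchanged lists. In the real arrays, where genes of a list correlate, other splits into 5 and 5, which can hold part of the group difference, called a median of 10 of the 45 lists, so that a call at the preset correlation alone is weak evidence. The ChIP-seq and metabolomic data, the other mouse groups and the human biopsies of the study were not used here.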

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

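The tests of explanations in this part were chosen after the results were seen, except that of the growth hormone targets Igf1 and Cish, while the fold change of Phf2 and the shifts of the gene lists were planned.

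The array signal of Phf2 was not higher in mice given the Phf2 adenovirus, with a log2 fold change of -0.05. The paper's methods state that mice without overexpression of GFP or Phf2 were removed, but do not say how this was measured. A single array in the wrong group is argued against by the ChREBP targets, whose lowest Phf2 array lay 0.488 above the highest GFP array. The feature may not read the injected sequence, since the plasmid insert of the study was amplified from cDNA of human cells. This stays open, because the probe sequences are not used here and the level of the feature, at percentile 67.5 of the genes tested, shows only that it has signal. An exchange of both groups' labels is argued against by the 15 genes whose direction in Phf2 mice the paper states, if RNA follows protein. Of these, 11 went that way, 5 of them past the threshold, and 1 (Mttp) passed it the other way. The mean change in the stated direction was 0.26 (standard error 0.04), where an exchange needs one below 0. For Tkt, Nfe2l2, Sqstm1, Nqo1 and Keap1 the paper shows protein blots. Among the 5 past the threshold, only Gss does not rest on them.

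T cell and NK cell markers were higher in Phf2 mice, with a median log2 fold change of 0.64 and a call lost with an estimated correlation (adjusted p = 0.0975). A lower share of hepatocyte RNA would raise the markers of every other cell type alike, but T cell and NK cell markers rose by 0.66 more than endothelial markers (standard error 0.12). More blood left in the liver would raise erythroid and neutrophil markers as well, and the change exceeded that of erythroid markers by 1.01 (standard error 0.16) and that of neutrophil markers by 0.57 (standard error 0.10). This explanation stays open, because 3 of 10 erythroid markers were measured, and 1 of these (Alas2, which was lower) and 1 of 9 neutrophil markers lay above the median level of all genes. Of the 16 T cell and NK cell markers, 4 lay above this level, and the median of the list was 0.92 without dim features. More T cells or NK cells in the liver, or a change within these cells, stay open as hypotheses and were not tested.

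Of 12 genes with higher expression in male than in female liver, 7 were lower in Phf2 mice and 5 did not pass the test, with a median of -1.005, and of 8 genes with higher expression in female liver, 4 were higher and 4 did not pass the test, with a median of 0.28 (2.16 without dim features) and a mean of 1.29. Both calls were lost with an estimated correlation (adjusted p = 0.110 and adjusted p = 0.0507). Female livers in the Phf2 group would raise Xist, which had a log2 fold change of -0.0011 (standard error 0.08). A general fall of hepatocyte transcripts is argued against by the hepatocyte markers, whose mean change lay 1.16 above that of the male-biased genes (standard error 0.17). Lower growth hormone signalling, which sets this pattern in liver, may account for it as a hypothesis: its target Igf1 was lower (log2 fold change -0.64, standard error 0.11, adjusted p = 0.00247 from limma), but Cish, at -0.44 (adjusted p = 0.301), did not pass the test, so that this stays open. GFP replicate 5 stood above the other GFP arrays in the mean of the female-biased genes, with a gap of 0.799 of the range of the group.

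In 11 of 392 groups of 5 arrays, 1 array lay apart from the others by more than 0.71 of the range of the group, against 19.6 that chance gives at 1 in 20. The gap was 0.824 of the range for Acaca in Phf2 mice (replicate 4, high), and among GFP mice 0.842 for Apob (replicate 3, high), 0.781 for Slc27a5 (replicate 1, high), 0.757 for Mogat1 (replicate 1, high), 0.719 for Rgs16 (replicate 1, low), 0.776 for Pdha1 (replicate 2, high), 0.811 for Timd4 (replicate 3, high), 0.723 for Prss2 (replicate 1, at 12.04 against a median of 7.85) and 0.765 for Egr1 (replicate 2, high). It was 0.763 for the mean of the circadian clock genes in Phf2 mice (replicate 2, low).

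Lists fixed on subjects other than the paper's claims on these livers passed camera at an adjusted p under 0.05. Their median log2 fold changes were 0.77 for p53 targets, 0.48 for peroxisomal oxidation and PPARα targets, 0.29 for the interferon response (0.44 without GFP replicate 3), 0.20 for stellate cell markers, 0.17 for B cell and plasma cell markers, 0.0856 for adipocyte markers (0.0520 without Phf2 replicate 2, 0.0380 under median centring and 0.0183 without dim features), -0.45 for bile acid synthesis and transport, -0.21 for hepatocyte markers and -0.11 for xenobiotic metabolism. The call of p53 targets held with an estimated correlation (adjusted p = 0.0233), and those of the other 8 lists were lost, with adjusted p from 0.108 to 0.399.

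The largest rises among genes that the paper does not name were in Cyp2b9 (log2 fold change 4.87), Apela (3.93), Slc22a27 (3.93), Cyp2a22 (3.33), Tnfrsf23 (3.21), Obp2a (3.14), Slc34a2 (3.01), Morc4 (2.92), Ly6d (2.74) and Tnfrsf22 (2.67). The largest falls were in Hsd3b5 (-4.93), Slco1a1 (-2.68), Adgrf1 (-2.51), Cyp7b1 (-2.39), Serpina4-ps1 (-2.11), Ces3b (-1.96), Selenbp2 (-1.93), Slc22a7 (-1.89), Cd163 (-1.89) and Adh6-ps1 (-1.84).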

How the results depend on the processing

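The direction of the Phf2 minus GFP difference and the side of the threshold were kept for 1290 values of named genes with 1 array left out and 1348 under the other alternatives. The call was lost for 152 and 90, gained for 9 and 12, and the direction turned for 19 and 4. For camera tests of lists, 413 and 482 were kept, 12 and 38 lost, 13 and 12 gained, and 12 and 6 turned. Of 100 splits of the arrays drawn from 126, 1 split, the real one, called as many genes at the adjusted threshold (1929 against at most 1 in another split) and 1 as many at the study's thresholds (706 against at most 404), so that chance is excluded at 0.05. For the number of lists called, 4 of 100 splits reached the real count (26, and 26 in the highest other split), and the other splits called a median of 10 lists. The replicate numbers do not pair the mice. Deviations from the group means of same-numbered mice correlated at -0.291, -0.042, -0.095, -0.132 and -0.046, and 0 GFP arrays correlated best with their own number. With the replicate block, 1514 genes passed the adjusted threshold and 709 the study's thresholds, and the adjusted p was 0.0702 for the pentose phosphate pathway and 0.948 for the acute phase list, which turned in direction. In this fit, among genes named in the text, the calls of Hif1a (0.0863), Fads1 (0.0679), Gpx4 (0.0502), Abcc3 (0.0865), Sod2 (0.104) and Lyz2 (0.0502) ended, and cholangiocyte markers passed (0.0425). By the methods' t-test, 1310 and 694 genes passed and the pentose phosphate list had 0.0970. The count at an adjusted p of 0.01 was 922 and at 2-fold 226. With array weights, G0s2 (-0.0066), Prss2 (-0.0222), Cela3b (-0.0776) and the pancreatic list (0.942) turned in direction. The filter on dim features, which tests fewer genes, gave an adjusted p of 0.0534 for fatty acid uptake, 0.384 for the pentose phosphate pathway (median 0.0709), 0.103 for fibrosis, and a median of 0.61 for the cell cycle. Under it glutathione synthesis (0.778), the pancreatic list (0.913) and the circadian clock (0.869) turned in direction. Quantile normalization gave 0.0553 for the pentose phosphate pathway. Median centring gave 0.0473 for insulin signalling and medians of -0.10 for mitochondrial fatty acid oxidation and -0.0659 for the TCA cycle, and G0s2 (-0.0107) and the acute phase (0.935) turned in direction. Over all features, insulin signalling had 0.0418. With an estimated correlation, the adjusted p was 0.0507 for de novo lipogenesis, 0.108 for fatty acid uptake, 0.121 for esterification, 0.0507 for glycolysis, 0.109 for Nrf2 targets, 0.206 for HIF1α targets, 0.399 for the pentose phosphate pathway, 0.247 for serine and glycine, 0.323 for cytokines, 0.323 for fibrosis and 0.194 for the cell cycle. By fry it was 0.0161 for VLDL and 0.0598 for fibrosis. Apart from the filter and the thresholds, the cause was not tested.

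Leaving out each array in turn gave 1309 (without Phf2 replicate 4) to 2132 (without Phf2 replicate 5) genes at the adjusted threshold and 633 to 859 at the study's thresholds. The log2 fold change ran from -0.0864 to 0.0318 for Tnf, -0.0652 to 0.0598 for Akt1, -0.0368 to 0.160 for G0s2, -0.41 to 1.10 for Prss2 and -0.44 to 1.28 for Cela3b. The adjusted p ran from 0.0133 to 0.0687 for the pentose phosphate pathway, 0.115 to 0.985 for the pancreatic list, 0.0142 (without GFP replicate 3) to 0.499 for macrophages, 0.434 to 0.985 for the acute phase, 0.0983 to 0.947 for ER stress, 0.551 to 0.979 for endothelial cells and 0.0272 (without Phf2 replicate 5) to 0.145 for insulin signalling. Medians ran from 0.13 to 0.29 for esterification and 0.22 to 0.32 for lipid droplets. With the pancreatic marker mean as a covariate, chosen after the data were seen, 1993 and 709 genes passed. Genes near the floor of the arrays, such as Il6, have little signal over background, which limits what a fold change can show.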

Differences from the paper's values

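The array folds below come from 5 mice per group and the paper's values from relative expression in the liver of Phf2 and GFP mice, read by eye from figures, whose legends give n = 10 per group for Fig. 2d and Fig. 3i. Values are called different where one is more than 1.5 times the other and they lie further apart than an SD. This is the SD of the fold over the 5 Phf2 arrays, with the GFP mean held fixed. It leaves out the spread of the GFP arrays. For Adgre1, the gene of F4/80, the fold of Phf2 over GFP was 1.14, and the paper's value is about 0.73 in Fig. 2d, read by eye. The values no longer differed without GFP replicate 1 (1.08), without GFP replicate 2 (1.07) or without Phf2 replicate 4 (1.09), and differed under the other alternatives set before the data were examined. For Il6 the fold was 0.971, and the paper's value is about 0.63 in Fig. 2d, read by eye. With a level in the lowest 3.42% of genes, this feature has little signal over background, so that the array fold is no measure to set against the paper's value. For Phgdh the fold was 1.07, and the paper's value is about 4.8 in Fig. 3i, read by eye. This difference stood under the 19 alternatives that tested it (the filter on dim features leaves out this feature, at percentile 48.7 of level). That level lies below the median of the genes tested, so that low signal may limit the array fold. For Gclc the fold was 1.29, and the paper's value is about 2.1 in Fig. 3i, read by eye, which also differed under all alternatives. Il1b, at 1.23 against the paper's about 0.83 in Fig. 2d, read by eye, did not differ by this rule, but did with array weights (1.31), without GFP replicate 3 (1.37) or 5 (1.31) and without Phf2 replicate 1 (1.29), 4 (1.25) or 5 (1.30).

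The paper states that expression of MTP and ApoB was reduced. Its values are in a supplementary figure that was not seen here. The methods list an antibody to MTTP, so that the paper's measure may be protein rather than RNA. Mttp had a log2 fold change of 0.45, with an adjusted p from 0.00037 to 0.0112 over the alternatives, and Apob one of -0.18, with an adjusted p from 0.0632 to 0.276 and thus under 0.05 in none of them, while Ces3a of the same list was lower. The paper states that macrophage infiltration and pro-inflammatory cytokines were decreased. Infiltration is shown in a supplementary figure not seen here. The methods describe antibody staining of tissue sections for a macrophage marker, which array RNA does not measure. Tnf (-0.02), Il6 (-0.04), Il1b (0.30) and Adgre1 (0.18) did not pass the test, and Ccl5 and Vcam1 were higher. The features of Tnf and Il6 were among those that the filter on dim features leaves out. Of 16 macrophage markers, 3 were higher, among them Mpeg1 (0.93) and Lyz2 (0.64), and 3 were lower, among them the Kupffer cell markers Timd4 (-1.59) and Clec4f (-0.54). Cd163, a macrophage receptor not counted among these, was lower as well (-1.89). The paper states that SCD1 expression was enhanced. This too is in a supplementary figure not seen here and may be protein, since the methods list an antibody to SCD1. Scd1 was higher by 0.20 with an adjusted p of 0.0650, and passed with an intensity trend and robust prior (0.0173), without dim features (0.0411), after quantile normalization (0.0490) and without Phf2 replicate 1 (0.0450). The paper states that phgdh and GCLC expression was enhanced. Phgdh did not pass the test in any of the 19 alternatives that tested it, and Gclc passed without Phf2 replicate 5 (0.0454). Gss was higher at an adjusted p of 0.0413, which ran from 0.0265 to 0.110 over the alternatives.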

Other observations

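Most measured targets of the tumour suppressor p53, 12 of 16, were higher in Phf2 mice. Phlda3, a repressor of Akt signalling, had a log2 fold change of 1.47 (standard error 0.16, adjusted p = 0.000148 from limma) and Ccng1, a cyclin of the DNA damage response, one of 1.24 (standard error 0.10, adjusted p = 1.58e-05). The other 4 did not pass the test (13 higher when adjusted over the list alone), with an adjusted p of 1.16e-13 from camera that held with an estimated correlation (adjusted p = 0.0233). Of 26 genes of the cell cycle, 9 were higher (17 over the list alone), among them Rrm2, a subunit of ribonucleotide reductase, with 1.43 (standard error 0.17, adjusted p = 0.000287). That list had an adjusted p of 9.08e-10, lost with an estimated correlation (adjusted p = 0.194). Its mean was 5.99, 5.98 and 5.99 in Phf2 replicates 2, 3 and 4 but 5.58 and 5.45 in Phf2 replicates 1 and 5, against 5.28 to 5.45 on the GFP arrays. Phf2 replicates 1 and 5 also lay nearer to the GFP arrays on the first principal component (6.38 and 4.26, against 19.90 to 34.28 for the others) and in the means of most lists that passed. Set against the mean of the GFP arrays, the change of these 2 arrays was 0.328 times that of the other 3 for HIF1α targets. This ratio was 0.47 for Nrf2 targets, 0.543 for the pentose phosphate pathway, 0.443 for serine and glycine metabolism and 0.35 for cytokines. It was 0.531 for T cells, 0.296 for hepatocytes, 0.368 for bile acids, 0.398 for xenobiotic metabolism and 0.539 for male-biased genes. However, it was 1.08 for lipogenesis, 1.18 for esterification, 1.07 for female-biased genes and 0.962 for p53 targets. This grouping was chosen after the values were seen. The mean of the pancreatic markers, a list that did not pass, was 6.12 and 6.34 in Phf2 replicates 1 and 5. It was 8.97 to 10.81 in the other Phf2 arrays and 6.34 to 12.28 on the GFP arrays. Enzymes and transporters of bile acids were lower, 10 of 16, with 1 higher and 5 not past the test (11 lower and 1 higher over the list alone). Cyp7b1, a hydroxylase of the alternative bile acid pathway, fell by 2.39 (standard error 0.24, adjusted p = 7.55e-05), and Abcb4, the phospholipid exporter of bile, rose by 0.57 (standard error 0.08, adjusted p = 0.000945). The list had an adjusted p of 4.51e-08, lost with an estimated correlation (adjusted p = 0.194), and shares Slco1a1 and Cyp7b1 with the male-biased genes. Hepatocyte markers were lower in the same mice (median -0.21, camera adjusted p = 2.79e-05, lost with an estimated correlation at an adjusted p of 0.194).

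Of 18 genes of peroxisomal oxidation and PPARα targets, 9 were higher and 1 was lower (12 and 2 over the list alone). Vnn1, a pantetheinase, rose by 1.84 (standard error 0.11, adjusted p = 2.08e-06). The adjusted p of this list was 5.44e-07, lost with an estimated correlation (adjusted p = 0.108). Of 12 male-biased liver genes, 7 were lower (10 over the list alone, camera adjusted p = 1.61e-11, lost with an estimated correlation at an adjusted p of 0.110). Of 8 female-biased genes, 4 were higher, with the same count over the list alone, among them Cyp2b13 with a log2 fold change of 2.62 (standard error 0.27, adjusted p = 7.55e-05); the adjusted p was 2.38e-05 and 0.0507 with an estimated correlation. Of 14 genes of xenobiotic metabolism, 1 was higher and 5 were lower, the esterase Ces2a by -1.14 (standard error 0.11, adjusted p = 6.67e-05) on the log2 scale, with an adjusted p of 0.0133 and 0.313 with an estimated correlation. Of 24 interferon response genes, 3 were higher, led by Usp18, a regulator of interferon signalling, with 1.47 (standard error 0.16, adjusted p = 0.000128). Their adjusted p was 8.95e-06, a call lost with an estimated correlation (adjusted p = 0.364) and by fry (0.124). GFP replicate 3 had the highest mean of the interferon list of all arrays, at 7.53. The Phf2 arrays lay at 7.18 to 7.47 and the other GFP arrays at 6.41 to 6.98.

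Of 20 acute phase genes, 4 were higher and 7 lower (adjusted p = 0.714), with Lcn2, an iron-binding protein of inflammation, at 2.04 (standard error 0.36, adjusted p = 0.00370) and Crp at -0.53 (standard error 0.10, adjusted p = 0.00616). Of 17 fibrosis genes, 3 were higher and 1 was lower (5 and 1 over the list alone), led by the collagenase Mmp13 with 1.09 (standard error 0.19, adjusted p = 0.00376). The list had an adjusted p of 0.00110, lost with an estimated correlation (adjusted p = 0.323), and its mean was 6.10 and 6.06 in Phf2 replicates 1 and 5 and 6.34 to 6.44 in the other Phf2 arrays, against 5.87 to 6.10 on the GFP arrays. Col1a1 (0.17, adjusted p = 0.221), Acta2 (0.55, adjusted p = 0.291) and Timp1 (0.33, adjusted p = 0.0500), which the paper measured in other mice (Fig. 6c), did not pass the test. The adjusted p of Timp1 fell under 0.05 with an intensity trend and robust prior (0.0394), with array weights (0.0474), after quantile normalization (0.0485), with the mean of a gene's features (0.0497), with the pancreatic covariate chosen after the data were seen (0.0244), without GFP replicate 3 (0.0469) and without Phf2 replicate 1 (0.0234) or 5 (0.0321), with a range of 0.0234 to 0.127 over the alternatives. The adjusted p from camera was 0.0211 for stellate cell markers (4 higher and 1 lower of 12, 0.399 with an estimated correlation). It was 0.0119 for adipocyte markers (2 higher of 7, which are Fabp4 and Cidea, 0.194 with an estimated correlation). For markers of B cells it was 0.0408 (0 higher and 0 lower of 9, 0.399 with an estimated correlation). In Phf2 replicates 1 and 5 the means of stellate cell markers (7.04 and 6.98) and B cell markers (5.03 and 5.05) lay within the range of the GFP arrays. The stellate call was lost without dim features (0.103), by fry (0.119) and without Phf2 replicate 2 (0.0536) or 3 (0.0835), and the adipocyte call without dim features (0.327). That of B cells was lost by the methods' t-test (0.0538), with an intensity trend and robust prior (0.0541), without dim features (0.346), after quantile normalization (0.0553), by fry (0.173), without GFP replicate 1 (0.0577), 3 (0.0984) or 5 (0.0702) and without Phf2 replicate 2 (0.0707) or 4 (0.107). For other lists the adjusted p was 0.0635 for cholesterol synthesis (1 higher and 4 lower of 20) and 0.0575 for cholangiocyte markers (1 higher of 9, Krt23). It was 0.0576 for erythroid markers (1 lower of 3, Alas2) and 0.479 for ER stress (2 lower of 21). The circadian clock had 0.729 (2 higher and 1 lower of 15) and immediate early genes 0.0662 (2 higher of 13, Egr1 and Klf6). The call of Klf6 was lost by the methods' t-test (0.0522). Enzymes of H3K9 methylation and partners of Phf2 had 0.298 (1 lower of 15). Cholesterol synthesis passed over all features (0.0499), without GFP replicate 3 (0.0337) or 4 (0.00973) and without Phf2 replicate 5 (0.00674). Erythroid markers passed over all features (0.0403) and by fry (0.000876). Cholangiocyte markers passed under median centring (0.0185), over all features (0.0341), with the replicate block (0.0425), with the pancreatic covariate (0.0366), without GFP replicate 1 (0.0268) or 4 (0.000859) and without Phf2 replicate 1 (0.0361), 3 (0.0439) or 5 (0.0225), and immediate early genes under median centring (0.0293), over all features (0.0420), without GFP replicate 4 (0.0274) and without Phf2 replicate 1 (0.0361) or 5 (0.0276).

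Genes of pancreatic acinar cells read high on arrays of both groups. The mean of the 7 markers measured was 12.28, 8.54, 7.22, 6.34 and 7.99 on the GFP arrays and 6.12, 10.81, 10.19, 8.97 and 6.34 on the Phf2 arrays, a difference of 0.010 (standard error 1.41) between the groups, with an adjusted p of 0.925 from camera. With this mean as a covariate, chosen after the data were seen, 1850 of the 1929 genes past the adjusted threshold were called again.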
